# Cell Population Kinetics of Collagen Scaffolds in *Ex Vivo* Oral Wound Repair

**DOI:** 10.1371/journal.pone.0112680

**Published:** 2014-11-14

**Authors:** Hermann Agis, Amy Collins, Andrei D. Taut, Qiming Jin, Laura Kruger, Christoph Görlach, William V. Giannobile

## Abstract

Biodegradable collagen scaffolds are used clinically for oral soft tissue augmentation to support wound healing. This study sought to provide a novel *ex vivo* model for analyzing healing kinetics and gene expression of primary human gingival fibroblasts (hGF) within collagen scaffolds. Sponge type and gel type scaffolds with and without platelet-derived growth factor-BB (PDGF) were assessed in an hGF containing matrix. Morphology was evaluated with scanning electron microscopy, and hGF metabolic activity using MTT. We quantitated the population kinetics within the scaffolds based on cell density and distance from the scaffold border of DiI-labled hGFs over a two-week observation period. Gene expression was evaluated with gene array and qPCR. The sponge type scaffolds showed a porous morphology. Absolute cell number and distance was higher in sponge type scaffolds when compared to gel type scaffolds, in particular during the first week of observation. PDGF incorporated scaffolds increased cell numbers, distance, and formazan formation in the MTT assay. Gene expression dynamics revealed the induction of key genes associated with the generation of oral tissue. DKK1, CYR61, CTGF, TGFBR1 levels were increased and integrin ITGA2 levels were decreased in the sponge type scaffolds compared to the gel type scaffold. The results suggest that this novel model of oral wound healing provides insights into population kinetics and gene expression dynamics of biodegradable scaffolds.

## Introduction

A widely used strategy in oral reconstructive surgical procedures is soft tissue augmentation [1]–[3]. Although autologous grafts such as subepithelial connective tissue grafts are successfully applied to increase soft tissue volume, these techniques are associated with several disadvantages. These include increased patient's morbidity due to a second surgical procedure and limited graft material due to anatomical reasons. To overcome these drawbacks of autologous grafts, several strategies using allogeneic and synthetic devices have been developed [4]–[11].

Collagen-based biomaterials are used clinically for guided tissue regeneration (GTR) and soft tissue augmentation [9], [12]–[14]. Collagen, one of the most abundant protein families in human tissue, is biodegradable and supports angiogenesis which makes it an excellent candidate as a scaffold biomaterial [3], [9], [15], [16]. Although biodegradability is important to prevent a second surgery, uncontrolled degradation, and therefore lack of volume stability, is a limitation. Therefore to extend the structural properties and mechanical integrity, cross-linking of collagen has been developed [9], [13], [16], [17].

Although cross-linking of collagen increases the stability of the scaffolds, induction of foreign body reaction has been described [12], [18]. New cross-linking protocols have led to the development of collagen scaffolds that withstand mechanical forces *in vitro* and show a similar clinical outcome compared to subepithelial connective tissue grafts without the induction of foreign body reactions [19], [20]. Currently we are only beginning to understand the cellular responses induced by different scaffold materials and information is still lacking on the healing kinetics and gene dynamics underlying the oral soft tissue graft consolidation [21].

Oral wound healing during tissue regeneration follows a highly conserved sequence of events. Activated platelets release signaling molecules such as platelet-derived growth factor (PDGF). PDGF triggers mesenchymal repair cells to migrate along the growth factor gradient and populate the defect area [22]–[24]. In oral soft tissue grafting, cell-free collagen scaffolds must become populated by cells to support successful augmentation, as opposed to autologous grafts, which already contain cells [1], [3], [19], [20]. Although much effort has been put into the development of these scaffolds, limited data exists on how these devices modulate the cell biological mechanisms underlying this critical early phase of healing. Two- and 3-D *ex vivo* models can shed light on this process and have revealed how growth factors such as PDGF isoforms can support migration and repopulation [23], [24]. However, 3-D *ex vivo* models of oral wound healing that investigate population of the scaffolds are not well-developed.

The aim of this study was to assess the kinetics and gene expression of cells populating cross-linked porous collagen scaffolds (sponge type scaffolds) in a 3-D *ex vivo* model of oral wound healing. To mimic the defect *in vitro*, sponge type scaffolds were evaluated in an artificial “wound area” and compared to gel type scaffolds. To simulate the chemotactic activity of platelets and show that the cells in the system remain responsive to the growth factor, PDGF-loaded scaffolds were also assessed. We evaluated the population kinetics of the scaffolds based on the cell number and distance from the scaffold border of primary human gingival fibroblasts. The proliferation within the defect was measured based on formazan formation using the MTT assay. Changes in gene expression were assessed with gene array and qPCR.

## Material and Methods

### Cell culture

Primary human gingival fibroblasts (hGFs) were purchased from ScienCell Research Laboratories (Corte Del Cedro, Carlsbad, CA, USA). The cells were cultured in Dulbecco's modified Eagle's medium (DMEM; GIBCO-BRL Life Technologies, Grand Island, NY, USA) supplemented with 10% fetal bovine serum (FBS; HyClone Laboratories, Inc, Logan, UT, USA) and penicillin (100 units/mL; GIBCO-BRL) and streptomycin (100 µg/mL; GIBCO-BRL) in a humidified atmosphere of 5% CO^2^ at 37°C. hGFs at passage 5–7 were used for the experiments. For the population experiments the cells were stained with DiIC12(3) (BD Biosciences, Bedford, MA, USA) before they were trypsinized. For gene expression studies, unstained hGFs were used.

### Collagen scaffolds

Cross-linked porous collagen scaffolds (sponge type scaffolds) were kindly provided by Geistlich Pharma (Wolhusen, Switzerland). The sponge type scaffold is composed of porcine collagen type I and porcine collagen type III, with a 93% vol porosity and a mean pore diameter of 92 µm [25]. Cylindrical scaffolds were prepared by first cutting the sponge type scaffolds into 1 mm thick slices, then punching out 6 mm diameter specimens utilizing a biopsy punch (George Tiemann & Co, Hauppauge, New York). The scaffolds were saturated with DMEM with and without platelet-derived growth factor-BB (PDGF; R&D Systems, Minneapolis, MN, USA) at 250 ng/mL and supplemented with 1% FBS, penicillin (100 units/mL; GIBCO-BRL), and streptomycin (100 µg/mL; GIBCO-BRL) before subjecting the scaffolds to the *ex vivo* testing. Scaffolds were compared to collagen type I gels (gel type scaffolds) which are a well-established matrix for 3D cell culture. Gel type scaffolds are composed of rat tail collagen type I (BD Biosciences, Bedford, MA, USA) at 2.5 mg/ml supplemented with DMEM with 1% FBS, penicillin (100 units/mL; GIBCO-BRL) with and without PDGF (R&D Systems) at a concentration of 250 ng/mL. pH was neutralized with NaOH (Sigma-Aldrich, St. Louis, MO, USA).

### Scanning electron microscopy

The morphology of gel type and sponge type scaffolds was evaluated using the Hitachi TM-1000 Scanning Electron Microscope (Hitachi High-Technologies Europe GmbH, Krefeld, Germany) at the Bernhard Gottlieb University Clinic of Dentistry (Medical University of Vienna, Vienna, Austria). The scaffolds were hydrated in phosphate-buffered saline and dehydrated in ethanol as previously described [26]. Then cross-sections were prepared and images were taken at 15,000 accelerating voltage at 400× and 800× magnification.

### *Ex vivo* wound healing model

48 well plates were first layered with 50 µL of 12 mg/ml growth factor reduced basal membrane extract (BME; CULTREX, TREVIGEN, Gaithersburg, MD, USA) without cells. For the sponge type scaffolds, the soaked scaffolds were placed in the middle of the well. For the gel type scaffolds, plastic spacers of 6 mm diameter were placed in the middle to generate the defect area. After placement of scaffolds or spacers, the surrounding area was filled with BME supplemented with 800,000 hGF/mL. Following BME polymerization, the plastic spacers were removed and the defect was filled with the collagen gel, with and without 250 ng/ml PDGF and supplemented with DMEM, 1% FBS, and antibiotics. In both groups, the constructs were covered with 150 µL of BME without cells. Finally, after polymerization, the constructs were covered with 200 µL of DMEM supplemented with 1% FBS and antibiotics and incubated in a humidified atmosphere of 5% CO_2_ in air at 37°C for up to 14 days. Figure 1A shows a schematic drawing of the set up as overhead and cross-sectional views.

**Figure 1:**
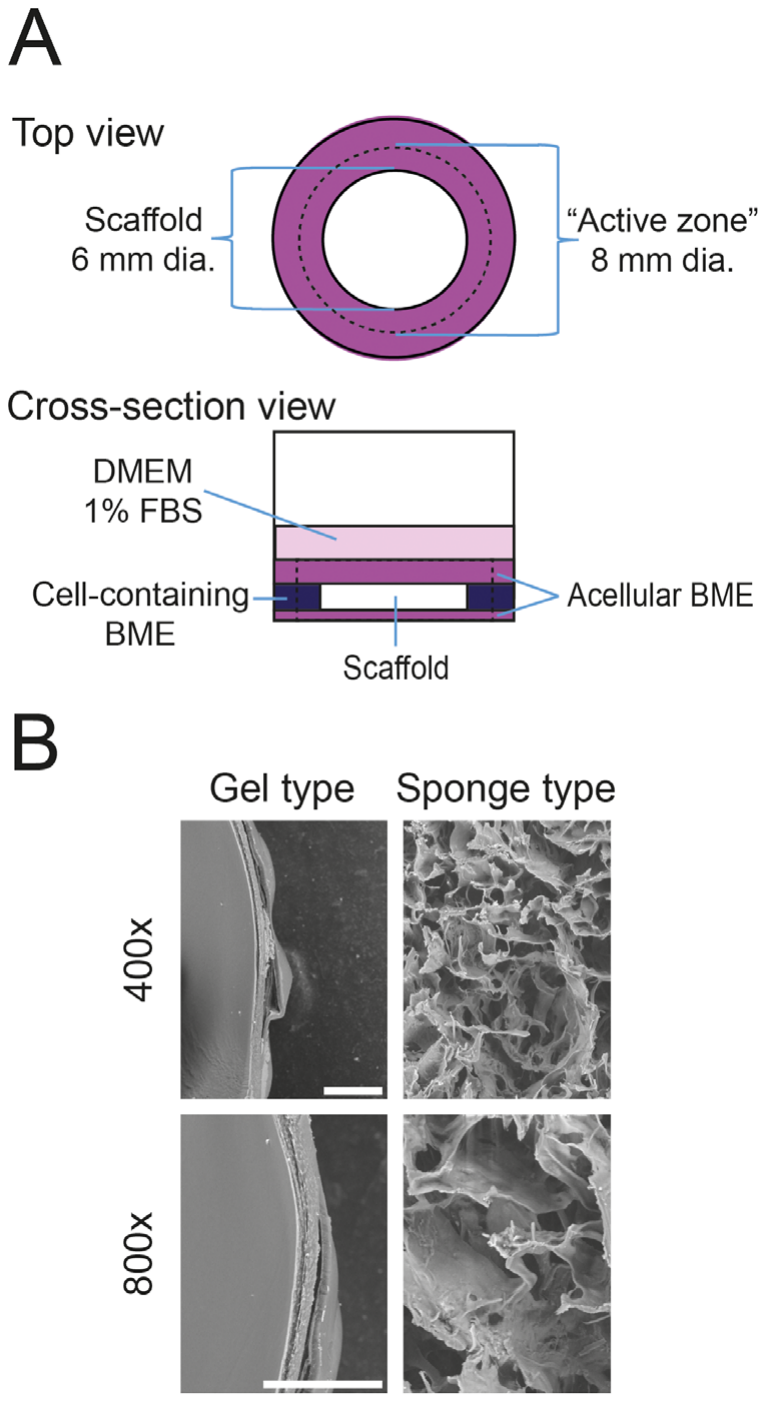
*Ex vivo* wound healing model and scaffold properties. The *ex vivo* wound healing model is shown in top view and cross-sectional view (A). The bottom of the well was covered with an acellular growth factor reduced basal membrane extract (BME). The scaffold (sponge type scaffold composed of cross-linked collagen or the gel type scaffold composed of rat collagen I) in the center was surrounded by a BME-gel containing 800,000 hGFs/ml and covered with an acellular BME gel and Dulbecco's Modified Eagle's Medium (DMEM) supplemented with 1% fetal bovine serum (FBS) and antibiotics. Both scaffold and gel were tested with and without the addition of platelet-derived growth factor-BB (PDGF). Fluorescence images were taken to assess DiI-labeled cells within the scaffold over time. To assess the metabolic activity and gene expression dynamics, the scaffolds including the “active zone” (dashed line) were subjected to MTT tests, gene array analysis, and quantitative PCR. (B) Representative scanning electron microscopy images depict the morphology of the collagen gel, collagen scaffold at 400×, and 800× magnification. The white bar represents 100 µm.

### Microscopy and image analysis

The DiI-labled hGFs populating the sponge type and gel type scaffolds were examined by bright field and fluorescence microscopy utilizing a Leica DMIRB inverted microscope (Leica Microsystems GmbH, Wetzlar, Germany) at the Microscopy and Image Analysis Laboratory (University of Michigan, Ann Arbor, MI, USA). At days 1, 4, 7, 10, and 14 of culture, photos were taken with an Olympus DP-30 B&W camera (Olympus, Central Valley, PA, USA) using the 5x objective with bright field and fluorescence. The border between BME and scaffolds was identified in the bright field images and transferred onto the fluorescence images using Adobe Illustrator (Adobe Systems, Inc., San Jose, CA USA). Two rectangular regions of interest, 500 µm in width and 1500 µm in length, were defined to measure the cells populating the scaffolds and were positioned perpendicular to the defect margin (Figure 2). The coded images were analyzed by an independent, blinded examiner (AC) using ImageJ (National Institutes of Health, USA). With ImageJ the labeled cells within the regions of interest were counted and their distance to the border of the scaffolds was measured. In total, seven sponge type scaffolds and six gel type scaffolds were evaluated per group. The data are given as mean ± standard deviation.

**Figure 2:**
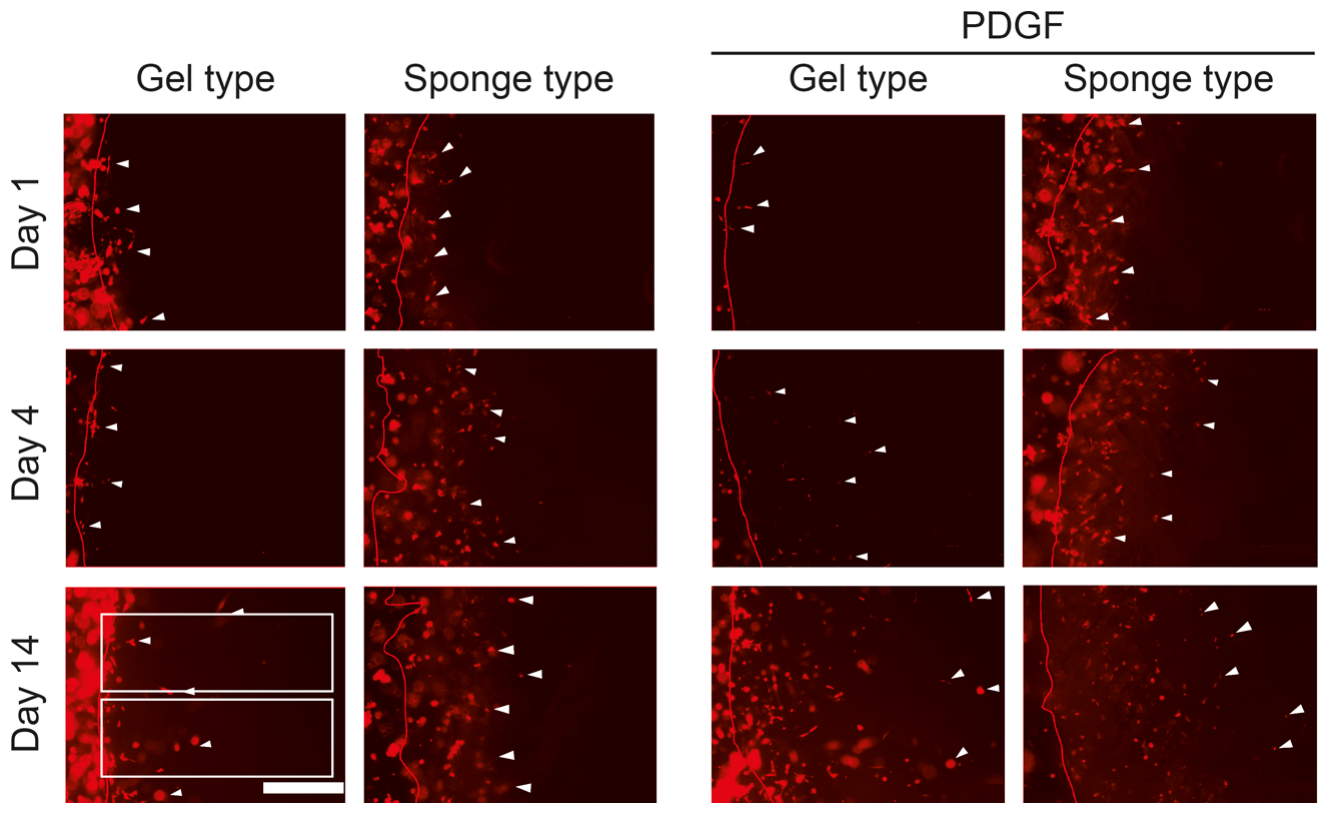
Fluorescence images of human gingival fibroblasts populating the gel type and the sponge type scaffolds. Fluorescence microscopy shows DiI-labeled human gingival fibroblasts populating the gel type and the sponge type scaffolds. Images from days 1, 4, and 14 are shown. White arrows indicate the cells at the migration front. The border of the scaffoldss is indicated by a red line. The white boxes show the regions of interest (0.75 mm^2^), starting at the border of the scaffolds, where quantification of cell numbers and migration distance was performed. The region was 0.5 mm high and 1.5 mm wide. The photos were colorized using Adobe Illustrator. The white bar represents 500 µm.

### Formazan formation

To assess the formazan formation as an indicator of proliferation of the hGFs populating the scaffolds, an MTT assay was used. Briefly, the cells within the *ex vivo* wound healing assembly were exposed to 0.5 mg/mL MTT (3-(4,5-Dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide; Sigma, St. Louis, MO, USA) at day 14. After 3 h at 37°C and 5% CO_2_ the samples were washed with PBS and the scaffolds were extracted with an 8 mm diameter punch including the scaffolds and the 1 mm thick “active zone” which surrounded the scaffolds (See Fig 1) and transferred to reaction tubes. By punching out the scaffold and the “active zone” we included the cells in the perimeter of the scaffold. This is in line with the setup of other *ex vivo* wound healing studies [23]. 300 µL isopropanol was added and formazan crystals were solubilized by vortexing for 30 sec. Absorption of 100 µL was measured in a Multiskan Ascent microplate reader (Thermo Labsystems, Waltham, MA, USA) at 560 nm with a 650 nm correction. For the endpoint measurement, eight sponge type scaffolds and seven gel type scaffolds were evaluated. For the time course experiment, six sponge type scaffolds and six gel type scaffolds were evaluated. The data are given as mean ± standard deviation.

### RNA isolation

To assess the gene expression profiles of the cells populating the scaffolds, total RNA was isolated from each sample utilizing the TRIzol method. After briefly washing with PBS, the scaffolds and gel were collected from the *ex vivo* wound healing assemblies at days 1, 4, 7, 10, and 14 with a 8 mm diameter punch to include the scaffold and the surrounding 1 mm thick “active zone” (See figure 1A). In line with the literature, we thereby included the cells in the perimeter of the scaffolds that are in the influence of the scaffolds [23]. Ten samples per group were pooled and transferred into 1 ml TRIzol Reagent (Invitrogen, Carlsbad, CA) for the gene array analysis. Five samples per group were pooled in TRIzol Reagent for the qPCR analysis. Total RNA was extracted following the manufacturer's protocol and quantified by Agilent Technologies Bio-analyzer 2100 (Agilent Technologies, Inc., Santa Clara, CA, USA).

### Gene Array

Gene array analysis was performed using the GeneChip Human Genome U133 Plus 2.0. Array containing over 22,000 probe sets (Affymetrix, Inc., Santa Clara, CA, USA). Total RNA was further purified by RNeasy mini kit (Qiagen, Valencia, CA USA) and measured for quality and quantity by Agilent Technologies Bio-analyzer 2100 (Agilent Technologies, Inc.). 100 ng total RNA per sample was amplified and biotin-labeled according to the manufacturer's instructions. Briefly, RNA was converted to double-stranded complementary DNA (cDNA). Then, cDNA was used in an *in vitro* transcription reaction in the presence of biotin-modified ribonucleotides to produce single stranded RNA (aRNA, Affymetrix, Inc., Santa Clara, CA, USA). The biotin-labeled aRNA was fragmented and 10 µg were hybridized to a GeneChip HumanU133 plus 2.0 (Affymetrix) at 45°C for 16 hours. Labeled bacterial RNAs of known concentration were spiked in the hybridization to generate an internal standard and to allow normalization between chips. Chips were washed, stained and scanned. The data were analyzed by Affymetrix software of Expression Console 1.3 (Affymetrix), and Affymetrix web-based tool of “NetAffx” (Affymetrix) and the gene array data was deposited to the National Center for Biotechnology Information Gene Expression Omnibus database with the access number GSE61314.

### Quantitative polymerase chain reaction

500 ng of total RNA was reverse transcribed into cDNA using SuperScript II Reverse Transcriptase (Invitrogen). cDNA products were amplified using TaqMan PCR Master Mix (Applied Biosystems, Carlsbad, CA) using primers and probes ordered from Applied Biosystems. Reactions were cycled in an ABI PRISM 7700 Sequence Detection System according to the manufacturer. Based on the results of the microarray on day 1 samples, the following genes 25 were evaluated for days 1, 4, 7, 10, and 14: CCL2, CCND1, COL1A1, COL3A1, CTGF, CYR61, DKK1, FN1, HAS2, IGF2, IL-11, ITGA2, ITGB1, MMP1, MMP2, MMP3, MMP14, PDGFRA, PDGFRB, POSTN, TGFBR1, TIMP1, TIMP2, TIMP3, TNC. The full-length gene names, and the specific TaqMan assays are shown in Table S1. Quantification of the data was performed by calculating expression levels of each gene relative to glyceraldehyde 3-phosphate dehydrogenase (GAPDH, HS02758991_g1, Life Technologies) by using the comparative cycle threshold method.

### Statistical analysis

Data are presented as mean ± standard deviation and was analyzed using SPSS using Analysis of Variance (ANOVA) and Fisher's protected least significant difference post hoc test. For the *ex vivo* wound healing assay, the area under the curve (AUC) was calculated for cell numbers and the distance from the scaffold border.

## Results

### Morphology of the scaffolds

Cross-sectional scanning electronic microscopy images at 400-fold and 800-fold magnification revealed a uniform porous structure of the cross-linked sponge type scaffolds (Figure 1 B). In contrast to the sponge type scaffolds, the gel type scaffolds composed of native collagen type I gels contracted dramatically during processing for scanning electronic microscopy and displayed a highly compressed structure in the scanning electronic microscopy images. The difference in stability might be due to the cross-linking of the collagen in the sponge type scaffold. In the *ex vivo* oral wound-healing model, both the gel type scaffolds and the sponge type scaffolds were visible during the entire observation period.

### Cell population kinetics within the scaffolds

Fluorescence microscopy showed DiI-labeled human gingival fibroblasts, coming from the “active zone” and populating sponge type and gel type scaffolds within one day and increasing throughout the 14-day observation period (Figure 2). Quantification of the cells within the regions of interest revealed that the number of cells in the sponge type scaffolds was higher when compared to the gel type scaffolds at day 1 (p<0.05; Figure 3, see also Table S2 for the corresponding data). This increase remained statistically significant through day 7 (p<0.01). Area under the curve (AUC) analysis revealed an overall increase (p<0.05) of the cell population within the sponge type scaffolds. Addition of PDGF significantly increased the cell number and AUC in both the sponge type and gel type scaffolds (p<0.01).

**Figure 3:**
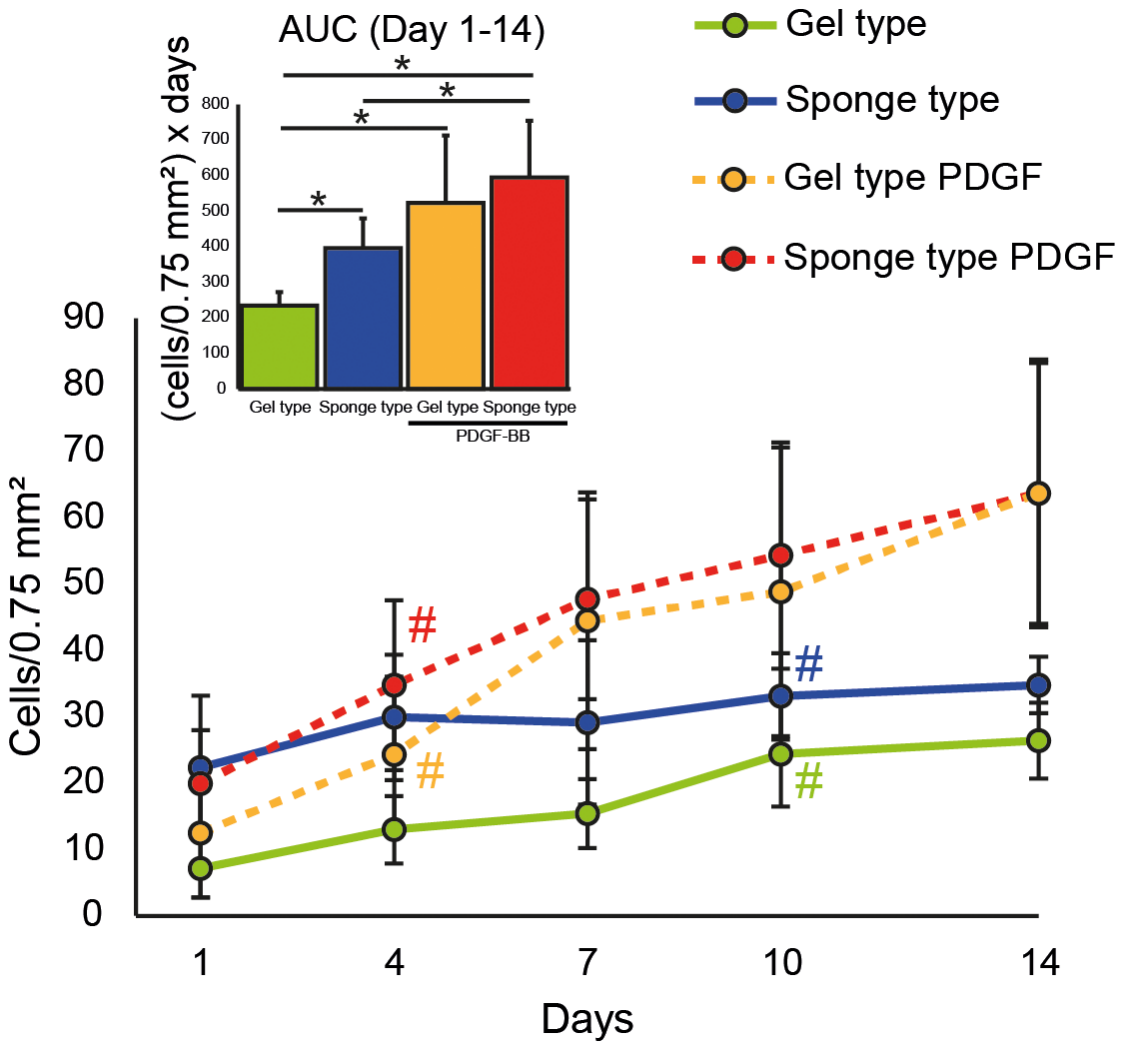
Cell numbers of human gingival fibroblasts in the gel type and the sponge type scaffolds. The number of human gingival fibroblasts in gel type and sponge type scaffolds with and without platelet-derived growth factor-BB (PDGF) was quantified and is presented as mean number of cells ± standard deviation. Area under the curve (AUC) analysis was performed from 1 to 14 days (n = 6–7 per group). Data were analyzed using analysis of variance (ANOVA) and Fisher's protected least significant difference (PLSD) *post hoc* test. Significance (*, #) was assigned at p<0.05. The colored pound sign (#) indicates the first time a difference to day 1 was observed for the group of the corresponding color. The PDGF containing sponge type scaffold was different from the sponge type scaffold from day 7 to day 14. The PDGF containing gel type scaffold was different from the gel type scaffold from day 4 to day 14.

Evaluation of the distance from the scaffold border revealed the mean distance of the hGF from the border of the sponge type scaffold within the region of interest increased over time (Figure 4, see also Table S3 for the corresponding data). The mean distance of the hGF within the sponge type scaffolds was greater when compared to the gel type scaffolds at days 4 and 7 (p<0.01). AUC analysis revealed an overall increase (p<0.05) of the mean distance within the scaffolds compared to the gel type scaffolds. Addition of PDGF increased the distance within the sponge type scaffolds from day 7 to day 14 and within the gel type scaffolds from day 4 to day 14 when compared to the corresponding group without PDGF (p<0.01). This increase was also observed when an AUC analysis was performed (p<0.01). AUC analysis further revealed that the distance was greater in the sponge type scaffolds than in the gel type scaffolds (p<0.05).

**Figure 4:**
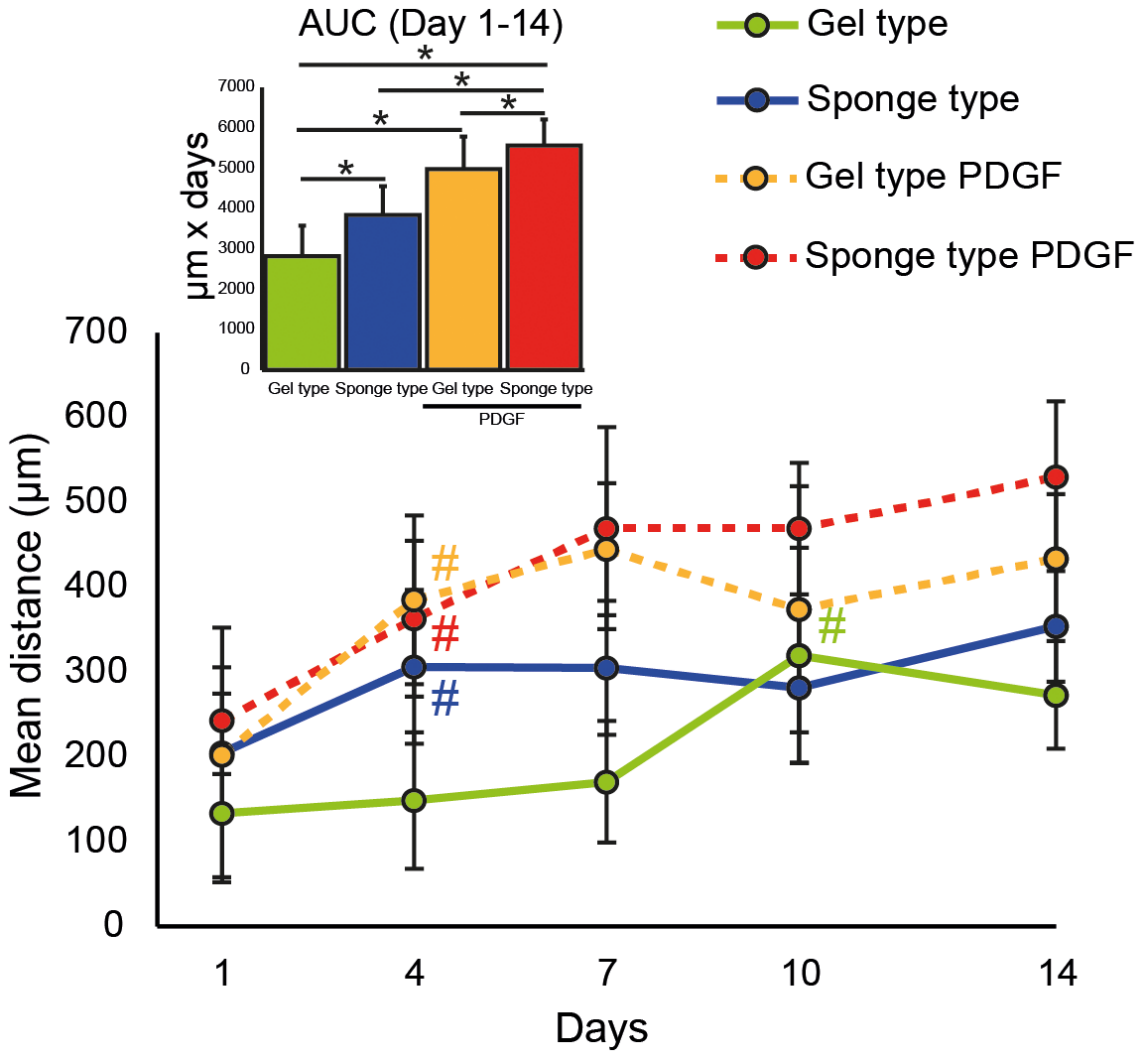
Cell migration distance of human gingival fibroblasts in the gel type and sponge type scaffolds. The migration distance of human gingival fibroblasts in gel type and sponge type scaffolds with and without platelet-derived growth factor-BB (PDGF) was measured and is presented as the mean migration distance from the scaffold border ± standard deviation in the region of interest that was 0.5 mm high and 1.5 mm wide. Area under the curve (AUC) analysis was performed from 1 to 14 days. (n = 6–7). Data was analyzed using analysis of variance (ANOVA) and Fisher's protected least significant difference (PLSD) post hoc test. Significance (*, #) was assigned at p<0.05. Colored pound sign (#) indicates the first time a difference to day 1 was observed for the group of the corresponding color. The PDGF containing sponge type scaffolds was different from the scaffolds alone from day 7 to day 14. The PDGF containing gel type scaffold was different from the gel type scaffold from day 4 to day 14.

### Formazan formation

Proliferation of the hGFs within the scaffolds and the surrounding “active zone” (See figure 1A for a schematic drawing) at day 14 was quantified utilizing the MTT assay. We measured formazan formation as an indicator of proliferation in all 4 groups using the well-established MTT assay [25] (Figure 5, see also Table S4 for the corresponding data). Measurement of the absorbance after solubilization of the formazan revealed higher metabolic activity in the sponge type scaffolds compared to the gel type scaffolds, in particular with PDGF. The absorbance was increased for the PDGF-loaded sponge type scaffolds (p<0.01). In addition, a time-course experiment was performed and formazan formation was assessed from day 1 to day 14. No increase of formazan formation over time in the groups was observed in the samples, which included the scaffolds and the “active zone” from day 1 to day 14 (Table S5).

**Figure 5:**
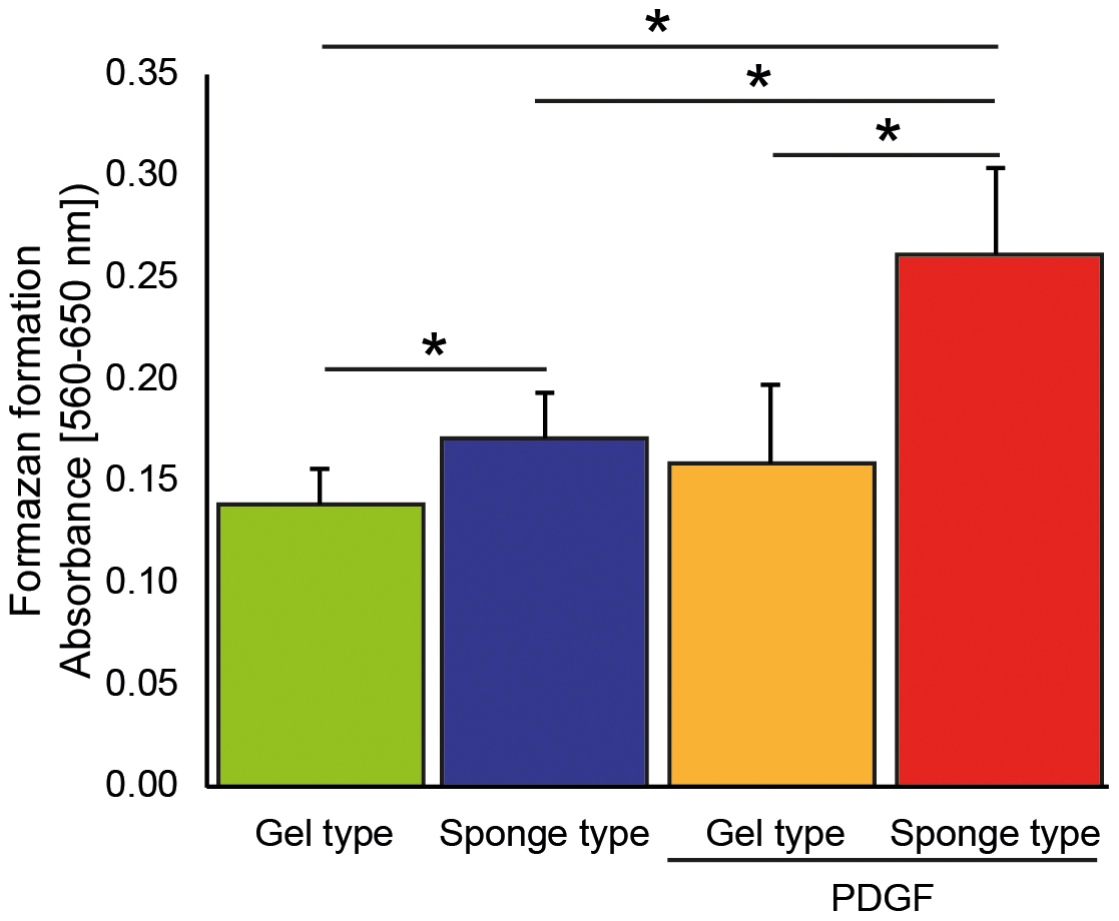
Formazan formation of cells populating the gel type and sponge type scaffolds. Formazan formation in the gel type and sponge type scaffolds with and without platelet-derived growth factor-BB (PDGF) at day 14 was quantified utilizing the MTT assay. Data are given as mean ± standard deviation. (n = 7–8) Data was analyzed using analysis of variance (ANOVA) and Fisher's protected least significant difference (PLSD) *post hoc* test. Significance (*) was assigned at p<0.05.

### Gene expression dynamics

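Human gingival fibroblasts, the primary connective tissue cells of the gum, were compared at day 1 in 4 groups, namely the sponge type scaffold, the sponge type scaffold with PDGF, the gel type scaffold and the gel type scaffold with PDGF. PDGF is a growth factor that platelets release and that fibroblasts bind through PDGFRA and PDGFRB. It was used at 250 ng/ml, with cells at 800000 per ml and 1% serum. An 8 mm punch took the scaffold and 1 mm of active zone. RNA of 10 constructs was pooled per group, and 100 ng was amplified, labeled with biotin and hybridized to 1 GeneChip U133 Plus 2.0 array, on which a probe set is a group of short oligonucleotides for 1 transcript. The paper gives day 1 for these samples, whereas the sample labels give a range from day 1 to day 14, and the paper's day is used here. With 1 array per group, no difference below has a replicate check and no p-value across genes is given. The number of arrays limits the precision, and pooling leaves the spread between constructs unmeasured.
The authors processed the arrays with Expression Console 1.3, and the summarizing algorithm is not given in the sources used here. The deposited values are linear signal intensities of 54675 probe sets per array. The mean signal after leaving out the lowest and the highest 2% was 500.1 on each array, so that the arrays had been scaled to a common level. Median signals were 105.2 in the sponge type scaffold, 98.8 in the sponge type scaffold with PDGF, 110.4 in the gel type scaffold and 113.3 in the gel type scaffold with PDGF. From there, log2 signals were compared between arrays. A gene was represented by the probe set with the highest mean signal among those listed for that gene alone, which gave 19740 genes. It was counted in a comparison when the higher of its signals reached the median of that array, and a difference of 2-fold or more was recorded, as in the paper. Where the lower signal lies under its array's median, a fold is given as a lower bound, the higher signal over that median. This bound is a convention that takes no account of noise, so that "at least" below excludes no smaller difference and other probe sets can give less or turn. Where the mean of a gene's probe sets is named below as another setting, the direction given also holds over those whose higher signal reaches its array's median, a check chosen after the data were seen. Scaling matters for the share of genes called higher. The bacterial RNAs added at hybridization had mean log2 signals of 13.63, 13.45, 13.22 and 12.88 in the order of the groups above. Scaling to them moves the median of all genes by -0.41 for sponge versus gel, -0.57 for the same with PDGF in both, 0.18 for PDGF in the sponge type scaffold and 0.35 for PDGF in the gel type scaffold. Subtracting array medians moves it by 0.20 for the scaffolds with PDGF.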

To reveal which genes are up-regulated and down-regulated by the scaffold in the early phase of population, we performed gene array analysis of the samples collected at day 1 (Table 1). To include the cells that are migrating towards the scaffold we isolated RNA from the sponge type scaffolds and the gel type scaffolds with the surrounding “active zone” as indicated (Figure 1A). 

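CYR61 and CTGF, matricellular proteins of the CCN family, and DKK1, a secreted inhibitor of WNT signaling, were higher in the sponge type scaffold than in the gel type scaffold. The signal of CYR61 (CCN1) was 10157 in the sponge type scaffold and 4308 in the gel type scaffold, a log2 difference of 1.24 or 2.36-fold, and another probe set of the gene gave 1.24 as well. DKK1 had signals of 6655 and 2844, or 2.34-fold. CTGF (CCN2) had signals of 23703 and 11831, or 2.00-fold. Among the 5006 genes with a mean signal of 1000 or more, whose log2 differences had an SD of 0.20, these ranked 1 (CYR61), 2 (DKK1) and 3 (CTGF) from the top.
The next in that order were THBS1, another matricellular protein, at 1.00, DDAH1, which degrades an inhibitor of nitric oxide synthesis, at 0.98, NEXN, an actin-binding protein, at 0.88, ADM, a vasodilating peptide, at 0.82, and CRISPLD2, a secreted protein, at 0.78. At the other end stood COL27A1, a fibrillar collagen, at -1.28, BRIX1, a ribosome assembly factor, at -1.03, EPHB4, a receptor of ephrin-B2, at -0.88, and SH3PXD2B, a podosome adaptor, at -0.84. UNC5B, a netrin receptor, was at -0.79, TGFB2 at -0.76, SDC1, a cell surface proteoglycan, at -0.75 and the pseudogene RPL7AP10 at -0.73. With the mean of its probe sets DDAH1 is lower in the sponge type scaffold. With that mean THBS1 falls to 0.05 and CRISPLD2 to 0.45, against 0.69 and 0.78 over those at or above the array median. COL27A1, EPHB4, UNC5B and TGFB2 then lie less far below 0, and SH3PXD2B lies further below (-2.08). With PDGF in both scaffolds, CYR61 differed by 0.96, DKK1 by 0.84, CTGF by 0.54 and NEXN by 0.33, and with scaling to the added bacterial RNAs the latter values become -0.02 for CTGF and -0.24 for NEXN. Of the 20 genes at this signal with the largest positive differences, 19 were also higher with PDGF in both scaffolds, and of the 20 with the largest negative differences 12 were also lower, where 55.9% and 44.1% of all genes at this signal had that sign. With PDGF in both scaffolds the median of the former 20 was 0.46 and that of the latter 20 was -0.067. Scaling to the added bacterial RNAs moves each gene by -0.57 in that comparison, which turns the former median to lower. The counts of 19 and 12 therefore hold for the deposited scaling.
Over all signals, 693 genes were higher and 781 lower by 2-fold or more of 14115 counted, or 47.0% higher, against 24.1% higher with scaling to the added bacterial RNAs. With PDGF in both scaffolds, 513 were higher and 774 lower of 13970, or 39.9% higher, against 55.3% with array medians subtracted, 51.4% with quantile normalization, 51.1% with a lowess correction and 11.2% with scaling to the added RNAs. Of these genes 97.1% and 95.4% lay below the upper quartile of signal. In the same direction in both comparisons were 152 genes, and in opposite directions 142, where independent lists would share 32.1 and 30.6. Of the 152, the 8 with the largest positive difference were BEST2, SPIB, PBX4, FABP7, CACNA1G-AS1, ACVR2B-AS1, CCNO and DOCK2, all below the median signal in the gel type scaffold, with bounds from at least 1.07-fold (FABP7) to at least 1.42-fold (CACNA1G-AS1). With PDGF in both scaffolds SPIB, ACVR2B-AS1, CCNO and DOCK2 have no fold. The 8 with the largest negative difference were PDE4DIPP2, PLEKHH3, OTX2, PLEKHG3, FAM78A, LOC101927410, REG1B and LOC221946, from at least 1.30-fold (OTX2) to at least 2.53-fold lower (LOC221946).
The values of CTGF fall just below 2-fold with quantile normalization (0.99 on the log2 scale), with a lowess correction (0.98) and with an offset of 50 added to the signal, and to 0.60 with scaling to the added bacterial RNAs. With that scaling CYR61 (0.83) and DKK1 (0.82) are below 2-fold too.

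**Figure D1:**
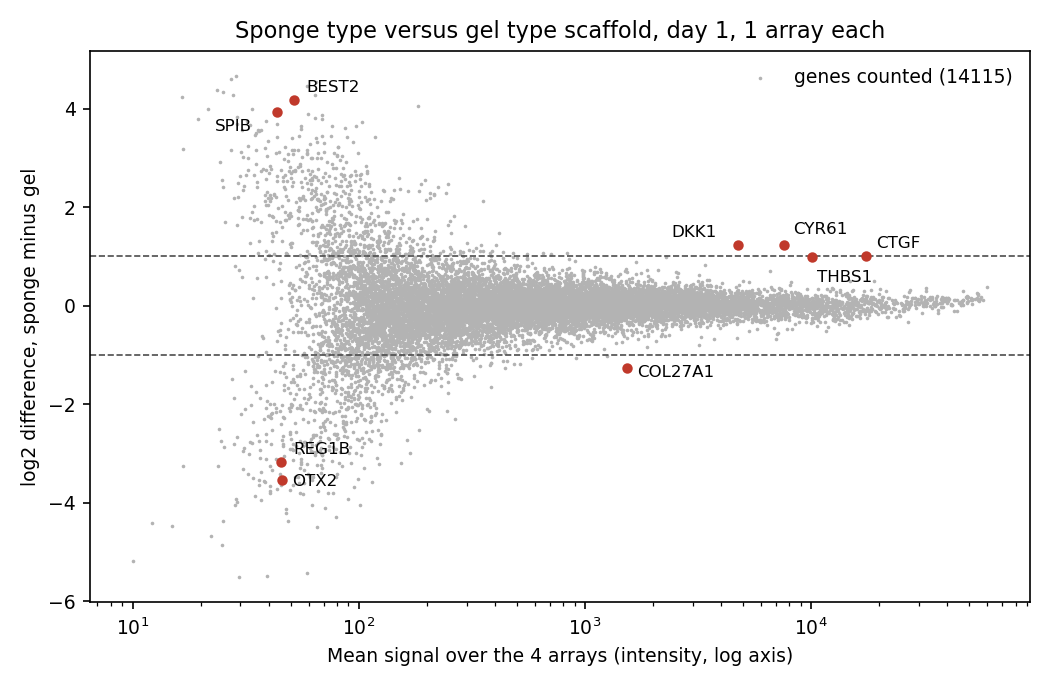
Log2 difference of signal between the sponge type and the gel type scaffold (vertical axis) against the mean signal over the 4 arrays (horizontal log axis) for the 14115 genes counted, 1 array per group, with dashed lines at 2-fold. CYR61 (1.24), DKK1 (1.23), CTGF (1.00) and COL27A1 (-1.28) lie outside the spread of genes of their signal, whereas BEST2, SPIB, OTX2 and REG1B lie where differences of 2-fold or more are most frequent.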

We found that CTGF, CYR61, DKK1 were among the genes that were up-regulated 2-fold or more in the sponge type scaffolds compared to the gel type scaffolds. HAS2 and IGF2 were increased in the sponge type scaffolds with PDGF compared to the sponge type scaffolds. 

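HAS2, which synthesizes hyaluronan, had a signal of 890.2 in the sponge type scaffold and 3042 in the sponge type scaffold with PDGF, a log2 difference of 1.77 or 3.42-fold, and its other probe set gave 1.71. In the gel type scaffold it was 1296 without and 2340 with PDGF, a difference of 0.85. IGF2, a growth factor that acts through the IGF1 receptor, is measured by probe sets that are also listed for the read-through gene INS-IGF2, so that its values stand for either gene. The brightest of them had signals of 971 and 2238 in the sponge type scaffold, a difference of 1.20, and of 1446 and 1093 in the gel type scaffold, a difference of -0.40. With the mean of its probe sets the difference is 1.91 in the sponge type scaffold and turns to 0.23 in the gel type scaffold, and over those at or above the array median it is 1.65 and 0.85.
DUSP6, a phosphatase induced by ERK signaling, had the largest difference with PDGF in the sponge type scaffold of the genes with a mean signal of 1000 or more, at 1.88, and ranked 3 in the gel type scaffold, at 1.06. In the order of the sponge type scaffold, after DUSP6 and HAS2 came DRAP1, a transcriptional corepressor, at 1.31 in the sponge type and 0.14 in the gel type scaffold, TMEM158 at 1.30 and 0.82, and PCLAF, a partner of PCNA in DNA replication, at 1.22 and 0.73. PKM, a pyruvate kinase of glycolysis, was at 1.20 and 0.11, PFN1, which binds actin monomers, at 1.17 and 0.01, and SH3BGRL3 at 1.14 and 0.38. With the mean of their probe sets PCLAF (0.90) and PKM (0.58) are below 2-fold in the sponge type scaffold. Lower with PDGF were ACKR4, a scavenger of chemokines, at -1.13 and -0.56, BAMBI, a decoy receptor of TGFβ signaling, at -1.13 and -0.31, TMEM100 at -1.08 and -0.75, and CH25H, which oxidizes cholesterol, at -1.02 and -0.56. SLC26A11, an anion transporter, was at -0.96 and 0.05, RNF167, a ubiquitin ligase, at -0.95 and 0.54, NUPR1, a stress regulator, at -0.93 and -0.59, and FILIP1L at -0.90 and -0.25. BAMBI and FILIP1L turn to higher in the gel type scaffold with scaling to the added bacterial RNAs.
Of 45 measured cell cycle genes, 42 were higher and 3 lower with PDGF in the sponge type scaffold, 15 of them by 2-fold or more, with a median of 0.76 at percentile 100 of 10000 random lists matched on signal. In the gel type scaffold 36 of 41 were higher, with a median of 0.34 at the same percentile. CCNE2, which drives entry into S phase, differed by 1.85 and 0.96, MCM4 of the replicative helicase by 1.01 and 0.26, CCND1 by 0.97 and 0.61, FEN1, a replication nuclease, by 0.82 and 0.64, and TYMS, which makes thymidylate, by 0.65 and 0.19. BIRC5 was at least 1.73-fold higher in the sponge type scaffold and at 1.58 on the log2 scale in the gel type scaffold. Without probe sets that can bind several transcripts BIRC5 is at 0.22 in the sponge type and 1.16 in the gel type scaffold. With the mean of its probe sets TYMS turns to -0.21 and -0.05, though over those at or above the array median it is 0.64 and 0.20. In the sponge type scaffold that mean lowers MCM4 to 0.51 (0.92 over those at or above the array median) and FEN1 to 0.55. It raises CCNE2 to 2.59 and CCND1 to 1.02 there. CDC45 was at least 2.17-fold and HMMR at least 1.21-fold higher in the sponge type scaffold. The mitotic kinases AURKB and TTK were at least 1.40-fold and at least 1.47-fold higher in the gel type scaffold. The 3 lower ones, named after their values were seen, were the inhibitors CDKN1B (-0.53) and CDKN1C (-0.59) and the proliferation marker MKI67 (-0.52). The ratio of the 3′ to the 5′ probe set of ACTB, a measure of RNA integrity, was 2.51 with and 3.48 without PDGF in the sponge type scaffold, and 2.32 and 2.94 in the gel type scaffold. For GAPDH this ratio was 1.10 with and 1.20 without PDGF in the sponge type scaffold, and 1.08 and 1.15 in the gel type scaffold. Immediate early genes of growth factor signaling were higher in 21 of 31 and 20 of 31, with medians of 0.38 (percentile 100) and 0.10 (percentile 99.4). EGR3 differed by 1.18 and 1.31, KLF6 by 0.98 and 0.40, MYC by 0.72 and 0.25 and IER2 by 0.60 and 0.09.
Over all signals, 688 genes were higher and 785 lower by 2-fold or more with PDGF in the sponge type scaffold of 14114 counted, or 46.7% higher, against 59.9% with scaling to the added bacterial RNAs. In the gel type scaffold 674 were higher and 640 lower of 14021, or 51.3%, against 73.0%. Below the upper quartile of signal lay 93.7% and 96.6% of them. In the same direction in both scaffolds were 167 genes and in opposite directions 149, where independent lists would share 31.9 and 32.0. The 8 of them with the largest positive difference in the sponge type scaffold were ODAM, LOC155060, IGFBP-AS1, ARHGAP39, ZNF8-DT, SEPTIN4, ZSCAN1 and SPTB, from at least 1.12-fold (IGFBP-AS1) to at least 2.30-fold (ZSCAN1). The 8 with the largest negative one were PLCD4, SP5, DNAJC5G, PCSK6, CLCA1, IL1RAPL2, AKR1E2 and GRM7, from at least 1.22-fold (GRM7) to at least 2.52-fold lower (DNAJC5G). PCSK6 turns to higher there without probe sets that can bind several transcripts.

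**Figure D2:**
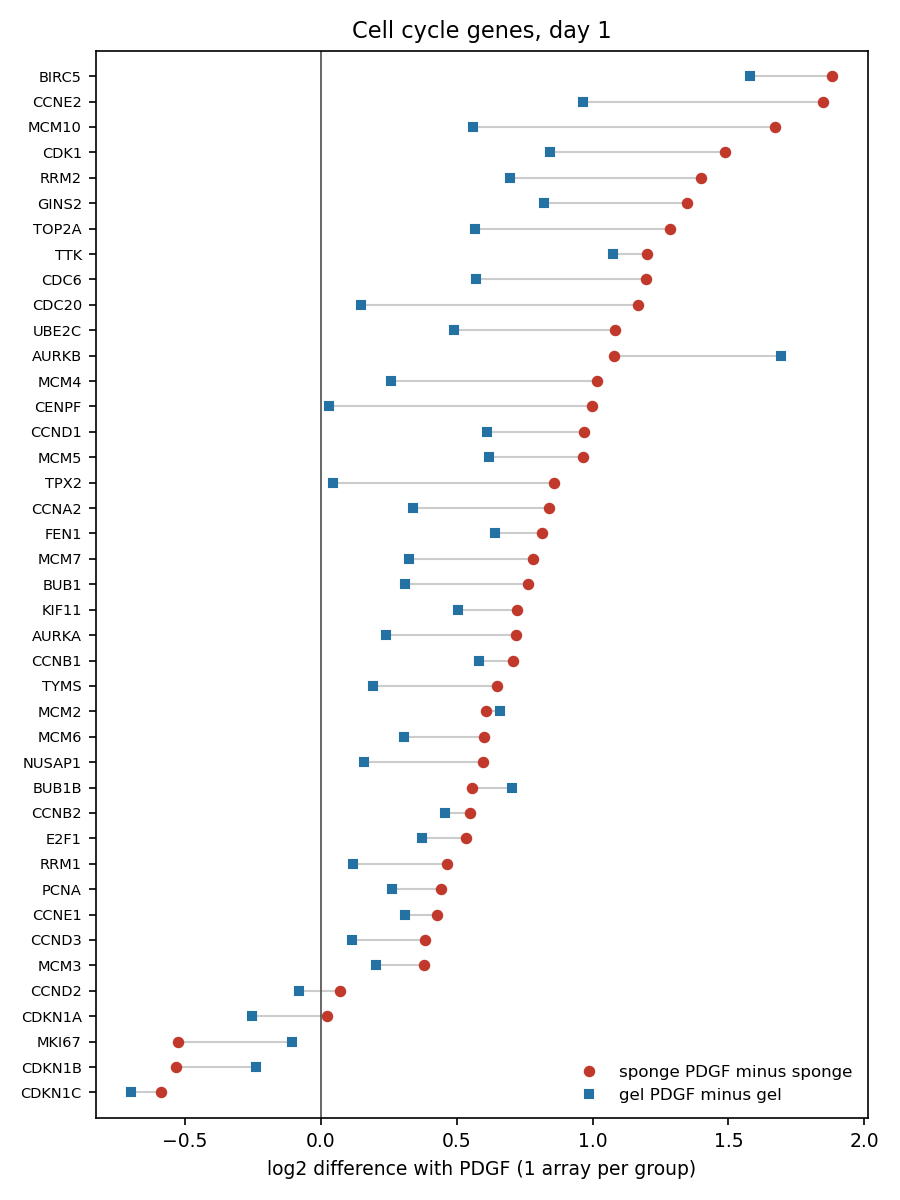
Log2 difference with PDGF of the 41 cell cycle genes measured in both scaffolds (horizontal axis), as circles for the sponge type scaffold and squares for the gel type scaffold, 1 array per group. Of the 41 genes, 36 lie above 0 in both scaffolds at once, 3 lie below 0 in both and 2 lie on opposite sides. The difference is larger in the sponge type scaffold for 36.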

The gene array data was deposited into the National Center for Biotechnology Information Gene Expression Omnibus database with the accession numbers GSE61314, GSM1501968, GSM1501969, GSM1501970, and GSM1501971. Based on these results we proceeded to evaluate the gene regulation kinetics of the genes regulated in the scaffolds for up to 14 days using qPCR. In addition, we chose to analyze genes related to migration, proliferation, and matrix interaction (CCND1, ITGA2, ITGB1, PDGFRA, PDGFRB), matrix production (COLA1, COL3A1, FN1, POSTN, TNC), remodeling (MMP1, MMP2, MMP3, MMP14, TIMP1, TIMP2, TIMP3), and cell signaling factors (CCL2, IL-11). These genes were chosen based on their signal strength of above 1000, as determined by gene array, and their relevance in oral soft tissue. 

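All 19 genes that were chosen by signal had signals above 1000 on each of the 4 arrays, and on the deposited scaling none differed by 2-fold or more in any of the 4 comparisons. Under other settings CCND1 did. COL1A1, the main collagen of gingiva, was among the brightest, with 67670 in the sponge type and 52269 in the gel type scaffold, a log2 difference of 0.37 that turns to -0.03 with scaling to the added bacterial RNAs and is lower with the mean of its probe sets. The matrix genes COL3A1, FN1, POSTN and TNC differed between these scaffolds by 0.02, 0.01, 0.13 and -0.07. The collagenase MMP1 (0.04), the gelatinase MMP2 (-0.01), the stromelysin MMP3 (-0.05) and the membrane protease MMP14 (-0.04) lay close to 0, as did their inhibitors TIMP1 (0.11), TIMP2 (-0.07) and TIMP3 (-0.16). The chemokine CCL2, which recruits monocytes, had the lowest signal, 1383 in the sponge type scaffold, and was lower there by -0.53, whereas the cytokine IL11 differed by -0.21. The PDGF receptors PDGFRA and PDGFRB differed by 0.11 and -0.13. With that scaling COL3A1, FN1, POSTN, MMP1, TIMP1 and PDGFRA are lower in the sponge type scaffold, as are COL3A1, FN1, MMP1 and TIMP1 with quantile normalization, COL3A1 and FN1 with a lowess correction, and FN1, POSTN and PDGFRA with the mean of their probe sets. MMP2 and MMP14 are higher with that mean, MMP2, MMP3, MMP14 and TIMP2 with array medians subtracted, MMP2 with quantile normalization and TIMP2 without probe sets that can bind several transcripts.
With PDGF, CCND1, which carries cells from G1 into S phase, had the largest differences of the 19 on the deposited scaling, as given for the cell cycle genes. In the sponge type scaffold CCND1 passes 2-fold with array medians subtracted (1.06 on the log2 scale), with scaling to the added bacterial RNAs (1.15), with the mean of its probe sets (1.02) and without probe sets that can bind several transcripts (1.07). MMP2 was higher in the sponge type scaffold with PDGF than in the gel type scaffold with PDGF by 0.50, but lower by the mean of its probe sets and by -0.07 with scaling to the added bacterial RNAs. Among the other genes of the study, TGFBR1, a receptor of TGFβ, had a signal of 3946 in the sponge type and 3932 in the gel type scaffold, and is lower in the sponge type scaffold with the mean of its probe sets, with scaling to the added RNAs, with a lowess correction and without probe sets that can bind several transcripts, by 2-fold with the last. GAPDH, the reference gene of the qPCR, differed by 0.09 between the scaffolds and by 0.02 with PDGF in the sponge type scaffold, where the former turns to -0.32 with scaling to the added RNAs and -0.02 with quantile normalization. The 24 study genes with a probe set of their own were chosen on these arrays, so they give no independent evidence of direction. Without PDGF 12 of them were higher and 12 lower in the sponge type scaffold. Their median of -0.0003 turns to 0.07 with array medians subtracted. For the scaffolds with PDGF the median was 0.10, turning to -0.01 with quantile normalization and -0.47 with scaling to the added RNAs. It was 0.04 for PDGF in the sponge type scaffold. For PDGF in the gel type scaffold it was 0.01, turning to -0.02 with array medians subtracted. From the differences found on the array, the paper proceeded to follow the regulated genes over 14 days by qPCR, and added genes for their signal and their relevance in oral soft tissue.

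**Figure D3:**
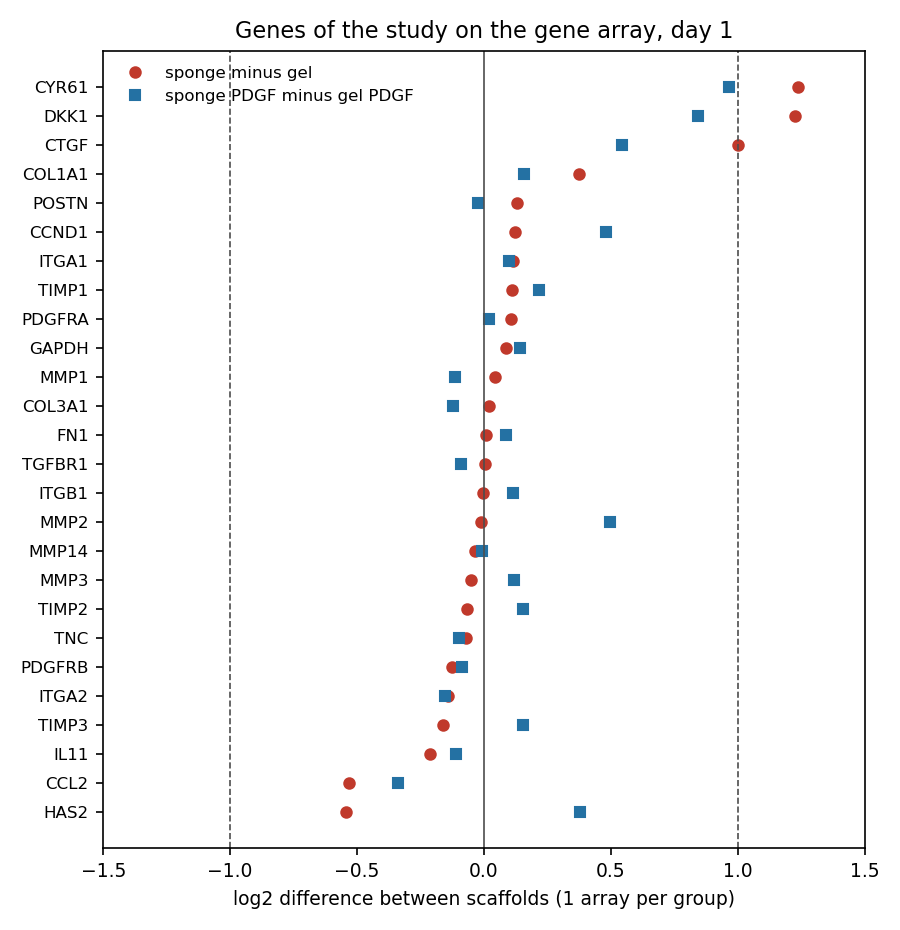
Log2 difference of the genes of the study, ITGA1 and GAPDH between the sponge type and the gel type scaffold (horizontal axis) without PDGF (circles) and with PDGF in both (squares), 1 array per group, with dashed lines at 2-fold. CYR61, DKK1 and CTGF lie at or beyond the line without PDGF, and HAS2 lies at -0.54 without and 0.38 with PDGF, the latter turning to -0.19 with scaling to the added bacterial RNAs.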

We found that the area under the curve above 1 for DKK1, CYR61, CTGF, TGFBR1, COL3A1, COL1A1 were increased (Table 1) over time indicating up-regulation. Further analysis revealed that CRY61, DKK1, and TGFBR1 showed an early response whereas COL1A1 and COL3A1 showed a later response in the model (Figure 6, see also Table S6 and S7 for the corresponding data). CRY61 expression peaked at day 1 whereas DKK1 and TGFBR1 peaked at day 4 in sponge type scaffolds with and without PDGF, and gel type scaffolds with PDGF relative to the gel type scaffolds. COL3A1 expression peaked at day 10 in sponge type scaffold, sponge type scaffold with PDGF, and gel type scaffolds with PDGF relative to the gel type scaffolds. In the sponge type scaffolds, CTGF peaked at day 4 whereas CTGF expression increased though day 14 in the sponge type scaffolds with PDGF. The CTGF expression in the gel type scaffolds with PDGF was not modulated. These results were consistent with the area under the curve analysis.

**Figure 6:**
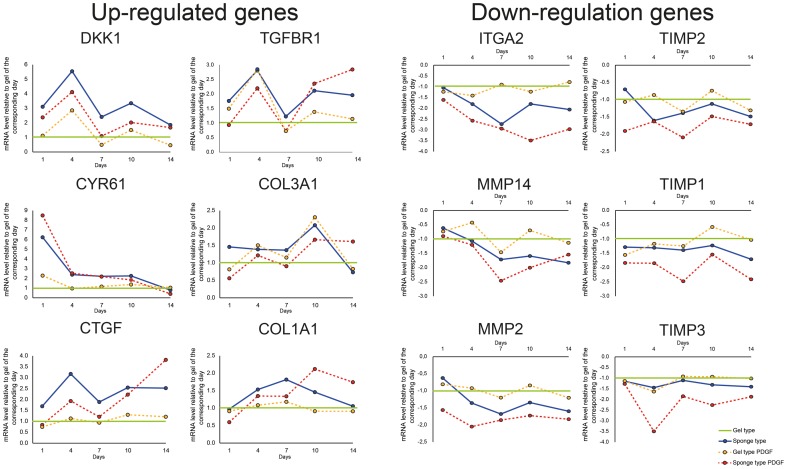
Gene expression profiles of DKK1, CYR61, CTGF, TGFBR1, COL3A1, COL1A1, ITGA2, MMP14, MMP2, TIMP2, TIMP1, TIMP3. The expression profiles of DKK1, CYR61, CTF, TGFBR, COL3A1, COL1A1 and ITGA2, MMP14, MMP2, TIMP2, TIMP1, TIMP3 up to 14 days in the gel type and sponge type scaffolds with and without platelet-derived growth factor-BB (PDGF) was measured using qPCR. (Up-regulated genes) Data shows x-fold increase of DKK1, CYR61, CTF, TGFBR, COL3A1, COL1A1 relative to gel type scaffold without PDGF at the corresponding time point (green line). (Down-regulated genes) Data shows x-fold decrease of ITGA2, MMP14, MMP2, TIMP2, TIMP1, TIMP3 relative to gel type scaffolds without PDGF at the corresponding time point (green line). Data points represent 5 samples

**Table 1:** Extract of gene expression.

Up-regulation				Down-regulation			
Area under the curve (day 1–14) from 2^−ddCt^>1				Area under the curve (day 1–14) from −1/2^−ddCt^<−1			
Gene Symbol	Sponge type	Sponge type PDGF	Gel type PDGF	Gene Symbol	Sponge type	Sponge type PDGF	Gel type PDGF
**DKK1**	**31.03**	16.70	6.60	**ITGA2**	**−12.55**	−24.07	−2.13
**CYR61**	**21.20**	24.20	3.92	**MMP14**	**−6.01**	−9.49	−0.73
**CTGF**	**18.67**	13.14	1.60	**MMP2**	**−5.24**	−10.79	−0.38
**TGFBR1**	**13.03**	11.25	7.28	*TIMP2*	−*4.78*	−9.65	−0.70
**COL3A1**	**6.73**	3.76	6.35	*TIMP1*	−*4.72*	−12.95	−1.84
**COL1A1**	**5.73**	7.19	0.64	*TIMP3*	−*3.75*	−16.57	−1.97
*POSTN*	*4.90*	17.99	14.84	*MMP1*	−*3.56*	−9.76	−0.33
*TNC*	*4.86*	4.39	5.24	*POSTN*	−*3.38*	n. d.	n. d.
*CCND1*	*4.62*	8.61	3.21	*PDGFRA*	−*3.17*	−9.74	−0.10
*HAS2*	*4.54*	36.24	16.40	*HAS2*	−*3.08*	n. d.	n. d.
*FN1*	*3.50*	0.65	0.78	*CCL2*	−*2.88*	−16.65	−1.44
*MMP3*	*3.18*	0.54	4.39	MMP3	−1.54	−32.94	−1.17
*ITGB1*	*2.32*	2.24	3.76	ITGB1	−0.25	−0.82	−0.46
*CCL2*	*2.03*	0.05	1.61	FN1	−0.13	−2.36	−1.63
MMP14	0.85	0.07	5.44	CCND1	−0.07	n. d.	−2.14
MMP1	0.77	0.62	2.09				
PDGFRA	0.14	0.03	2.49				

Fold changes in gene expression in the gel type and sponge type scaffolds including the “active zone” with and without platelet-derived growth factor-BB (PDGF) was assessed. The data is presented relative to the gel type scaffolds without PDGF. The area under the curve (AUC) above 1 and below −1 was calculated to indicate up-regulation and down-regulation, respectively. Genes are sorted based on the level of regulation in the scaffold. Up-regulation in the scaffold: **bold and underlined**>10; **bold**>5; *italic*>2; Down-regulation in the scaffold: **bold and underlined**<−10; **bold**<−5; *italic*<−2; n. d. = not determined.

Analysis of the area under the curve below −1 for ITGA2, MMP14, MMP2, TIMP1, TIMP2, and TIMP3 gene expression showed a decrease in expression over time (Table 1). Further analysis of the expression levels (Figure 6, see also Table S6 and S7 for the corresponding data) revealed that ITGA2 expression decreased in both sponge type scaffolds with and without PDGF with a maximum at day 10 and 7, respectively. For MMP14, MMP2, TIMP1, TIMP2, and TIMP3, a decrease of <−2-fold of gel was observed only in the sponge type scaffolds with PDGF. Overall, our results show that sponge type scaffolds increase DKK1, CYR61, CTGF, and TGFBR1 gene expression and decreases ITGA2 expression.

## Discussion

Graft consolidation follows a highly conserved sequence of wound healing, which includes activating platelets to release signaling molecules, such as platelet-derived growth factor isoforms, that then recruit gingival, mesenchymal repair cells [22]–[24]. These repair cells, including gingival fibroblasts, populate the wound healing site and facilitate the healing by the production of matrix and the release of signaling molecules in the defect [27], [28]. Here we provide evidence for cell population kinetics and gene expression dynamics involved in this reparative process using a novel *ex vivo* wound healing model with human gingival fibroblasts.

Early on in the model, fibroblasts begin to migrate from the adjacent matrix, the “active zone”, into the matrix of the scaffolds. These cells continued to populate the scaffolds over a period of 14 days. Addition of PDGF, mimicking the chemotactic effect of activated platelets, further increased the number of cells in the scaffolds and the mean distance from the scaffold border. This indicates that cells remain responsive to the chemotactic effects of PDGF in this model and is in line with the literature [23], [24]. This finding is supported by the enhanced levels of formazan formation in the scaffolds loaded with PDGF as determined by the MTT assay. Along with other studies, our model did not directly discriminate between PDGF induced proliferation and migration, as fibroblasts that undergo cell division remain DiI-positive [23], [24], [29]. We considered investigating the impact of proliferation on our model. The sponge type scaffold provides an environment that allows proliferation of human gingival fibroblasts seeded directly onto the scaffolds [25]. However, the increase in cell numbers over time is based on cells migrating from the active zone into the scaffolds, as the overall formation of formazan in the samples that include both, the scaffolds and the active zone, did not change over time (Table S2). This is further supported by an increase in the distance from the scaffold border over time and previous 2-D and 3-D *in vitro* studies [23], [24]. In our model, we used low serum concentrations, which, based on our MTT time course data and the literature do not support proliferation in 3-D cell cultures [30], [31]. These findings suggest that the differences between the gel type and sponge type scaffold group are due to migration and not proliferation. The difference between the PDGF-containing scaffolds and the scaffolds without PDGF can be caused by an initial increase in cell proliferation. However, time course experiments did not indicate an increase in proliferation from day 1 – day 14. This suggests that the increase in cell numbers within the scaffolds and distance of the cells from the scaffold border is based on migration. Indeed, there are strategies to further investigate the role of proliferation *in vitro* in addition to the well-established MTT assay [25], [32]. To prevent proliferation, anti-proliferative agents such as Mitomycin-C (MMC) are used in cell culture. However, under low serum conditions MMC has been shown to be cytotoxic [33], [34]. Therefore, under the conditions we used in our *ex vivo* wound-healing model, these cytotoxic effects can compromise the conclusions drawn from such experiments and is therefore not appropriate in this model. Taken together, our results indicate that the *ex vivo* model of oral wound healing presented here is a feasible way to determine cell population dynamics of collagen-based scaffolds.

Quantitative gene array analysis of the gingival fibroblasts, which had populated the scaffolds, revealed target genes associated with tissue repair. 

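Targets of YAP and TEAD, which respond to cell adhesion and stretch, were higher in the sponge type scaffold in 18 of 23 measured genes, with a median log2 difference of 0.22, and in 17 of 23 with PDGF in both scaffolds, with a median of 0.29, medians that turn to -0.19 and -0.28 with scaling to the added bacterial RNAs. Both medians lie at percentile 100 of random lists matched on signal, and 15 of the 23 were higher in both comparisons. The list holds CTGF and CYR61, which the study chose on these arrays. F3, the tissue factor of coagulation, differed by 0.74 without PDGF. ARHGEF17 was at least 1.71-fold lower in the sponge type scaffold, the 1 member lower by 2-fold or more, which is below 2-fold with array medians subtracted, quantile normalization, a lowess correction, an offset of 50 or floored signals. TGFB2, lower as given for the genes of high signal, is on the list too. ARHGEF17 was at least 1.70-fold higher with PDGF in the sponge type scaffold, and below 2-fold with the offset or floored signals. With PDGF in the sponge type scaffold the median was 0.16 and in the gel type scaffold 0.13. The 18S ribosomal RNA control had a signal of 20657 in the sponge type and 29398 in the gel type scaffold, and of 15518 and 34545 with PDGF.
Genes of the contractile apparatus under SRF were higher in 15 of 18 (median 0.20) and in 16 of 19 with PDGF (median 0.33), at percentile 100, and turn to -0.21 and -0.24 with scaling to the added RNAs. TAGLN, an actin-binding protein of smooth muscle and myofibroblasts, differed by 0.33 and 0.90, but is lower without probe sets that can bind several transcripts (_x_at and _s_at). ACTG2, a smooth muscle actin, differed by 0.28 (-0.12 with scaling to the added RNAs) and 0.63, CNN2 by -0.09 and 0.32 and ACTC1 by 0.06 and -0.10. With that scaling the 0.33 of TAGLN, the 0.32 of CNN2 and the 0.06 of ACTC1 turn to lower. The -0.10 of ACTC1 turns to 0.10 with array medians subtracted. With PDGF in the sponge type scaffold the list's median was 0.25 and in the gel type scaffold 0.15, which turn to -0.12 and -0.06 without the _x_at and _s_at probe sets. MYL9 was at 1.08 in the former and turns to -0.14 likewise, and LMOD1 was at least 1.13-fold and at least 1.87-fold higher.
Of 44 measured matrix proteins, 19 were higher and 25 lower in the sponge type scaffold, none by 2-fold or more, with a median of -0.04 at percentile 2.30 that turns to 0.03 with array medians subtracted. LAMC1, a laminin chain, was lower by -0.68, COL7A1 of anchoring fibrils by -0.21 and COL6A2 by -0.28. With PDGF, COL6A2 was higher in the sponge type than in the gel type scaffold by 0.94. This falls to 0.48 with the mean of its probe sets and to 0.01 without probe sets that can bind several transcripts. The proteoglycan HSPG2 was higher by 1.03, which turns to -0.33 with the mean of its probe sets, though not over those at or above the array median. Metalloproteases and their inhibitors had 12 higher and 17 lower of 29, with a median of -0.04 at percentile 15.9 that turns to 0.04 with array medians subtracted. MMP13 and MMP8, collagenases, were at least 1.62-fold and at least 1.09-fold lower, and ADAMTS1 and the urokinase PLAU differed by 0.21 and -0.22. ADAMTS1 turns to -0.20 with scaling to the added RNAs.
Genes of TGFβ signaling had a median of -0.09 (percentile 0.39), with 11 of 29 higher, and of -0.10 (percentile 0.36) with PDGF in both scaffolds, which turns to 0.10 with array medians subtracted. SMAD3 differed by 1.27 between the scaffolds and turns with the mean of its probe sets, TGFB1 differed by -0.26, and CDKN2B, a cell cycle inhibitor induced by TGFβ, by -0.16. Antagonists and targets of WNT had a median of -0.02 at percentile 32.4 that turns to 0.05 with array medians subtracted. NKD1, an inhibitor of the pathway, differed by 1.33, KREMEN1, a receptor of DKK1, by -1.13, and RNF43, a ligase that removes WNT receptors, was at least 1.62-fold lower. KREMEN1 turns to 0.37 with the mean of its probe sets, and is at -0.97 over those at or above the array median. LGR5 differed by -1.63 with PDGF in both scaffolds. The receptor FZD7 differed by 0.19, WNT5B by 0.07 and SFRP4, which binds WNT ligands, by -0.29. FZD7 and WNT5B turn to lower with scaling to the added RNAs. NKD1 with PDGF in both scaffolds turns with the mean of its probe sets.
Genes around IGF had a median of -0.03 at percentile 17.4 that turns to 0.04 with array medians subtracted. IGF2BP2, which binds IGF2 mRNA, differed by 0.40, the protease PAPPA by -0.18, its inhibitor STC1 by -0.08 and IGFBP4, which PAPPA cleaves, by 0.06. IGF2BP2 and IGFBP4 turn to lower with scaling to the added RNAs. IGF1 was at least 1.53-fold higher with PDGF in the gel type scaffold. Genes of hyaluronan had a median of -0.06 at percentile 16.8 that turns to 0.01 with array medians subtracted. UGDH, which makes a precursor of hyaluronan, differed by 0.31, HYAL2 by -0.07 and TNFAIP6, which links hyaluronan to proteins, by -0.06. UGDH turns to lower with scaling to the added RNAs, and TNFAIP6 to higher with array medians subtracted. HYAL3 was at least 2.10-fold lower in the sponge type than in the gel type scaffold with PDGF, and at least 1.88-fold higher with PDGF in the gel type scaffold.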

Further investigation of expression dynamics of these 25 genes from days 1 to 14 with quantitative PCR revealed that dickkopf WNT signaling pathway inhibitor 1 (DKK1), cysteine-rich, angiogenic inducer, 61 (CYR61), connective tissue growth factor (CTGF), transforming growth factor, beta receptor 1 (TGFBR1) were highly up-regulated and integrin α2 (ITGA2) was down-regulated in the sponge type scaffolds when compared to gel type scaffolds. Currently these genes have not been investigated for their role in scaffold supported gingival healing. The extra cellular matrix-related genes collagen type III α1 (COL3A1), collagen type I α1 (COL1A1), matrix metalloproteases (MMPs), and tissue inhibitor of metalloproteases (TIMPs) were moderately changed in scaffolds compared gels in our model.

DKK1 is an inhibitor of WNT signaling which is involved in cell proliferation and differentiation, particularly in the bone. DKK1 can also play a role in soft tissue healing as it can reduce proliferation of dermal fibroblasts [35], [36]. Thereby DKK1 can prevent fibrosis in skin regeneration [37]. However, DKK1 was also reported to increase skin thickness [38]. In our model, DKK1 is up-regulated in scaffolds when compared to gels. These initially high levels of DKK1 then decrease after day 4. Our finding that DKK1 levels are increased by sponge type scaffolds clearly indicates the importance of further research on the role of WNT signaling and DKK1 in gingival augmentation.

CYR61 and CTGF are two members of the CCN family that were both upregulated in the sponge type scaffolds compared to the gel type scaffolds. CYR61 is a matricellular protein with diverse functions [39], [40]. It can facilitate cell adhesion and migration and promote proliferation synergistically with growth factors. [39], [40]. CTGF has been shown to stimulate matrix production in gingival fibroblasts, which in turn contributes to gingival healing [41], [42]. Interestingly, CYR61 and CTGF show different expression dynamics in our system. CYR61 is highly expressed in the first days of culturing, which suggests that CYR61 facilitates the adhesion and migration of fibroblasts into the scaffold in the early phase. While CYR61 subsequently decreased, CTGF was stable in the sponge type scaffolds and increased with addition of PDGF. This finding suggests that these signaling molecules have distinct functions during wound healing.

TGFβ signaling is involved in fibroblast activation, proliferation, and matrix production. In our model, TGFBR1 gene expression was upregulated within hGFs in the sponge type scaffolds with and without PDGF, and in gel type scaffolds with PDGF at day 4 when compared to gel type scaffolds. This increase suggests that cells can become more susceptible to TGFβ in the early phase of sponge type scaffold population. However, TGFβ is involved in fibrosis and gingival overgrowth [36], [43]–[45]. TGFβ signaling also induces CTGF production [46]. CTGF can bind to TGFβ and increase its binding affinity to TGFBR1 [47]. Further studies will reveal the impact of sponge type scaffolds on this signaling pathway.

Among the genes that were downregulated in sponge type scaffolds compared to gel type scaffolds was the integrin ITGA2. ITGA2 is one of the integrins expressed during wound healing, and in combination with ITGB1 it facilitates cellular attachment to collagen and migration. Interestingly, the downregulation of ITGA2 was found in the sponge type scaffolds with and without PDGF containing group but not in the gel type scaffolds with PDGF, suggesting that the cells downregulate ITGA2 in the sponge type scaffolds. It is possible that cell attachment to the sponge type scaffolds involves a different integrin pattern from gel type scaffolds as their morphology and composition is different. Interestingly, other integrin isoforms that bind to collagen, such as ITGA1 and ITGB1, were not modulated by the sponge type scaffolds. 

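ITGA1, the other main collagen-binding alpha chain, had signals of 584 in the sponge type and 539 in the gel type scaffold at day 1, a log2 difference of 0.12, and differed by 0.10 with PDGF in both scaffolds, which turn to -0.29 and -0.47 with scaling to the added bacterial RNAs, the latter also turning with the mean of its probe sets. ITGB1, the beta chain that pairs with ITGA1 and ITGA2, had signals of 31969 and 32097. This difference of -0.006 turns with array medians subtracted. With PDGF in both scaffolds ITGB1 differed by 0.11, which turns to -0.46 with scaling to the added bacterial RNAs. It turns to -0.07 without probe sets that can bind several transcripts. With the mean of its probe sets it turns to -0.69, and over those at or above the array median to -0.01. ITGA2 had signals of 9077 and 10006, a difference of -0.14, and differed by -0.16 with PDGF in both scaffolds, which turns to 0.04 with array medians subtracted. Its other probe set gave -0.14 without PDGF and -0.47 with PDGF in both scaffolds. The mean of its probe sets was -0.14 and -0.31. Over 22 measured integrins and collagen receptors, 9 were higher and 13 lower in the sponge type scaffold, with a median of -0.02 at percentile 31.1 that turns to 0.05 with array medians subtracted.
None of them was higher by 2-fold or more and 4 were lower. ITGA3, a laminin-binding chain, was at least 1.98-fold lower, ITGB4 of hemidesmosomes at least 1.86-fold, ITGB8 at least 1.15-fold and ITGA9 at least 1.06-fold lower. ITGB8 and ITGA9 turn to 0.42 and 0.25 with the mean of their probe sets, though not over those at or above the array median. ITGB4 is below 2-fold with array medians subtracted. With PDGF, ITGA5, the fibronectin-binding chain, was higher in the sponge type than in the gel type scaffold by 0.65, and SDC4, a proteoglycan of focal adhesions, by 0.51, the latter turning to -0.06 with scaling to the added bacterial RNAs. ITGA3 was then at least 1.73-fold higher in the sponge type scaffold and ITGA7 at least 1.59-fold lower, which turns with the mean of its probe sets. DDR2, a collagen receptor that is no integrin, differed by 0.19 between the scaffolds, and turns to lower with that scaling and with the mean of its probe sets.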

As the number of fibroblasts in the gel type and the sponge type scaffolds increased in all groups, it is unlikely that the downregulation of ITGA2 in the sponge type scaffolds interfered with migration.

In the present study, we have shown that this *ex vivo* wound healing model can be used to analyze cellular population kinetics and gene expression dynamics of human primary gingival fibroblasts within experimental scaffolds. We used gel type scaffolds composed of rat tail collagen type I as a control to provide structural integrity of the *ex vivo* wound healing model and to ensure visibility of the defect margin. Cell-free BME alone did not allow for visualization of the border between cell-containing matrix and the defect over the observation period (data not shown). Gel type scaffolds composed of collagen type I, on the other hand, supported the structural integrity of the model and allowed visualization of the defect border. In addition, collagen type I is a well-established matrix for 3-D culture models that allows for migration of cells [23], [48]. It requires further investigation to determine the reasons for the differences between the gel type and the sponge type scaffold. Potential reasons are the architectural differences between the scaffolds. It is possible that migration into the gel type scaffolds requires more matrix remodeling than migration into the sponge type scaffold, which takes time and prolongs the process. Furthermore, the different biochemical composition may be the reason for the differences. While the gel is composed of rat-tail collagen type I, the sponge type scaffold is composed of porcine collagen types I and III [25].

In contrast to the gel type scaffolds, the sponge type scaffolds investigated herein are cross-linked, which can also contribute to the differences between the groups [12], [15], [18]. Although cross-linking collagen can interfere with biocompatibility *in vivo* and cellular activity *in vitro* [12], [15], [18], no toxic effects on the gingival fibroblasts were observed in our model. These results suggest that the cross-linking protocol has no negative impact on scaffold biocompatibility [19], [20]. This is in line with *in vitro* studies using bioreactors, which show proliferation of gingival fibroblasts in cross-linked, and in preclinical *in vivo* studies successfully grafting with the scaffold [25]. A limitation of our study is that our model does not consider mechanical forces that are applied during graft consolidation. However, in both *in vitro* and *in vivo* studies the sponge type scaffold composed of cross-linked collagen was shown to withstand these forces and provide volume support. *In vitro* fibroblasts responded to these forces with enhanced anabolic activity [19], [20], [25].

In addition to the function of providing volume support, the scaffold constructs can be used as carriers for recombinant growth factors such as PDGF, which provides mitogenic activity when healing is compromised. Preclinical animal studies using non cross-linked collagen membranes suggest that loading with growth factors is a feasible approach to accelerate soft tissue healing [49], [50]. In our study, loading with PDGF increased cell population and increased metabolic activity in the scaffolds indicating that the cells remain responsible to the growth factor. Scaffolds loaded with PDGF showed a stronger cellular response than collagen gel, suggesting that scaffolds with well-defined porous architecture have better carrier properties for PDGF. The herein presented *ex vivo* wound healing model will help to assess the impact on cellular population kinetics of future strategies to modify collagen scaffolds, such as loading with recombinant growth factors, gene vectors, and small molecules.

Furthermore, modification of the *ex vivo* wound healing model, including using other oral cells such as keratinocytes and endothelial cells, can shed light on other aspects of gingival regeneration. This includes insight into cell interactions and angiogenesis since cell behavior on scaffolds is modulated by the presence of other cell types [51], [52]. Including immune cells in this model will provide insight into the immune response to the scaffolds. What we have provided is a new tool by which we contribute to the understanding of the impact of biodegradable scaffolds on oral wound healing.

Overall, we have developed an *in vitro* 3-D model for analyzing scaffold population kinetics and gene expression of cells within collagen scaffolds. Our results show that the number of cells within the scaffold constructs and distance from the scaffold border increases over time in this new *ex vivo* model of oral wound healing repair. The absolute number of cells and distance was higher in the sponge type scaffolds when compared to gel type scaffolds. Loading the scaffolds with PDGF increased cell numbers, migration distance, and proliferation. Cells within sponge type scaffolds displayed increased expression of gene sets important for matrix biosynthesis including DKK1, CYR61, CTGF, TGFBR1 and decreased expression of integrin ITGA2. These genes may have an important role in oral soft tissue augmentation. This model system has strong potential as a tool for application in biomaterial oral wound healing kinetics. It will help to refine the materials and preclinical protocols, thereby contributing to the advancement of the field of oral soft tissue regeneration.

## Supporting Information

Table S1 **Gene expression assays.**
(PDF) Click here for additional data file.

Table S2 **Corresponding data on cell numbers of human gingival fibroblasts in the gel type and the sponge type scaffolds.** Table S2 shows the corresponding data of Figure 3.
(XLSX) Click here for additional data file.

Table S3 **Corresponding data on cell distance of human gingival fibroblasts in the gel type and sponge type scaffolds.** Table S3 shows the corresponding data of figure 4.
(XLSX) Click here for additional data file.

Table S4 **Corresponding data on formazan formation of cells populating the gel type and sponge type scaffolds.** Table S4 shows the corresponding data of figure 5.
(XLSX) Click here for additional data file.

Table S5 **Formazan formation of cells populating the gel type and sponge type scaffolds over time.** Formazan formation in the gel type and sponge type scaffolds with and without platelet-derived growth factor-BB (PDGF) including the “active zone” at day 1, 4, 7, 10, 14 was quantified utilizing the MTT assay. Data are given as mean ± standard deviation. (n = 6). Data was analyzed using analysis of variance (ANOVA) and Fisher's protected least significant difference (PLSD) *post hoc* test. Significance (*) vs. the corresponding day 1 was assigned at p<0.05.
(PDF) Click here for additional data file.

Table S6 **Corresponding data on up-regulated genes.** Table S6 shows the corresponding data of the up-regulated genes in figure 6.
(XLSX) Click here for additional data file.

Table S7 **Corresponding data on down-regulated genes.** Table S7 shows the corresponding data of the down-regulated genes in figure 6.
(XLSX) Click here for additional data file.

# Supplementary material for: Cell Population Kinetics of Collagen Scaffolds in Ex Vivo Oral Wound Repair
**Source:** PLoS One. 2014 Nov 14;9(11):e112680. doi: 10.1371/journal.pone.0112680
**Supplement:** Table S1 — Gene expression assays.

Table S1: Gene expression assays

| Gene Symbol | Full name                                                                                    | Assays        |
|-------------|----------------------------------------------------------------------------------------------|---------------|
| CCL2        | Chemokine (C-C motif) ligand 2                                                               | Hs00234140_m1 |
| CCND1       | Cyclin D1                                                                                    | Hs00765553_m1 |
| COL1A1      | Collagen, type I, alpha 1                                                                    | Hs00164004_m1 |
| COL3A1      | Collagen, type III, alpha 1                                                                  | Hs00943809_m1 |
| CTGF        | Connective tissue growth factor                                                              | Hs01026927_g1 |
| CYR61       | Cysteine-rich, angiogenic inducer, 61                                                        | Hs00998500_g1 |
| DKK1        | Dickkopf WNT signaling pathway inhibitor 1                                                   | Hs00183740_m1 |
| FN1         | Fibronectin 1                                                                                | Hs00365052_m1 |
| HAS2        | Hyaluronan synthase 2                                                                        | Hs00193435_m1 |
| IGF2        | Insulin-like growth factor 2 (somatomedin A)                                                 | Hs04188276_m1 |
| IL-11       | Interleukin 11                                                                               | Hs01055413_g1 |
| ITGA2       | Integrin, alpha 2 (CD49B, alpha 2 subunit of VLA-2 receptor)                                 | Hs00158127_m1 |
| ITGB1       | Integrin, beta 1 (fibronectin receptor, beta polypeptide, antigen CD29 includes MDF2, MSK12) | Hs00559595_m1 |
| MMP1        | Matrix metalloproteinase 1 (interstitial collagenase)                                        | Hs00899658_m1 |
| MMP14       | Matrix metalloproteinase 14 (membrane-inserted)                                              | Hs01037009_g1 |
| MMP2        | Matrix metalloproteinase 2 (gelatinase A, 72kDa gelatinase, 72kDa type IV collagenase)       | Hs01548727_m1 |
| MMP3        | matrix metalloproteinase 3 (stromelysin 1, progelatinase)                                    | Hs00968305_m1 |
| PDGFRA      | Platelet-derived growth factor receptor, alpha polypeptide                                   | Hs00998018_m1 |
| PDGFRB      | Platelet-derived growth factor receptor, beta polypeptide                                    | Hs01019589_m1 |
| POSTN       | Periostin, osteoblast specific factor                                                        | Hs01566734_m1 |
| TGFBR1      | Transforming growth factor, beta receptor 1                                                  | Hs00610320_m1 |
| TIMP1       | TIMP metalloproteinase inhibitor 1                                                           | Hs00171558_m1 |
| TIMP2       | TIMP metalloproteinase inhibitor 2                                                           | Hs00234278_m1 |
| TIMP3       | TIMP metalloproteinase inhibitor 3                                                           | Hs00165949_m1 |
| TNC         | Tensascin c                                                                                  | Hs01115665_m1 |

# Supplementary material for: Cell Population Kinetics of Collagen Scaffolds in Ex Vivo Oral Wound Repair
**Source:** PLoS One. 2014 Nov 14;9(11):e112680. doi: 10.1371/journal.pone.0112680
**Supplement:** Table S5 — Formazan formation of cells populating the gel type and sponge type scaffolds over time. Formazan formation in the gel type and sponge type scaffolds with and without platelet-derived growth factor-BB (PDGF) including the “active zone” at day 1, 4, 7, 10, 14 was quantified utilizing the MTT assay. Data are given as mean ± standard deviation. (n = 6). Data was analyzed using analysis of variance (ANOVA) and Fisher's protected least significant difference (PLSD) post hoc test. Significance (*) vs. the corresponding day 1 was assigned at p<0.05.

Table S5: Formazan formation of cells populating the gel type and sponge type scaffolds over time.

|                                  | Day 1       | Day 4        | Day 7       | Day 10       | Day 14      |
|----------------------------------|-------------|--------------|-------------|--------------|-------------|
| <b>Sponge type scaffold</b>      | 0.204±0.023 | 0.177±0.019* | 0.193±0.027 | 0.177±0.020* | 0.210±0.023 |
| <b>Sponge type scaffold PDGF</b> | 0.254±0.039 | 0.210±0.032* | 0.252±0.028 | 0.246±0.033  | 0.245±0.049 |
| <b>Gel type scaffold</b>         | 0.170±0.021 | 0.139±0.018* | 0.148±0.015 | 0.134±0.015* | 0.150±0.044 |
| <b>Gel type scaffold PDGF</b>    | 0.170±0.028 | 0.185±0.020  | 0.178±0.014 | 0.143±0.017* | 0.157±0.046 |

Formazan formation in the gel type and sponge type scaffolds with and without platelet-derived growth factor-BB (PDGF) including the “active zone” at day 1, 4, 7, 10, 14 was quantified utilizing the MTT assay. Data are given as mean ± standard deviation. (n=6). Data was analyzed using analysis of variance (ANOVA) and Fisher’s protected least significant difference (PLSD) *post hoc* test. Significance (\*) vs. the corresponding day 1 was assigned at p<0.05.

How the deposited data were processed for this re-analysis (not part of the article)

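Gene arrays of human gingival fibroblasts in 4 groups at day 1 (sponge type and gel type scaffold, each with and without PDGF) were analysed, with 1 array per group from a pool of 10 constructs. The authors processed them with Expression Console 1.3 and deposited linear signal intensity values of 54675 probe sets per array. The summarizing algorithm is not given in the sources used here. The mean signal after leaving out the lowest and highest 2% was 500.1 on each array, and the lowest signal was 0.22. Detection calls and probe-level values were not used here. No deposited column of per-sample values was left out.

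Of the probe sets, 41097 are listed for 1 gene symbol, 1801 for several and 11777 for none. No gene is named from a probe set with several symbols, except IGF2, which the study names and which shares its probe sets with INS-IGF2. XIST and Y-linked genes were left out. A gene is represented by the probe set with the highest mean log2 signal, for 19740 genes. Log2 signals were subtracted between 2 arrays in 4 comparisons (sponge versus gel, with and without PDGF, and with versus without PDGF, in either scaffold). A gene was counted where the higher signal reached its array's median, and 2-fold or more was recorded with no test. Where the lower signal lies under its array's median, the fold is a lower bound by convention, which takes no account of noise. Counts of genes the same way in comparisons that share no array stand beside the count that independent lists give.

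The median log2 difference of 30 gene lists, fixed before the data were examined, was set against 10000 random lists of the same size matched on signal in 20 bins. The percentile describes these arrays and tests no condition. The list of genes of the study was chosen by the study on these arrays. An additive fit by limma (scaffold plus PDGF over all 4 arrays) takes the interaction as error, with 1 residual degree of freedom. It was tested on simulated data with 200 genes changed by 1.5 on the log2 scale.

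Named by rule are the genes the study names or measured by qPCR, GAPDH and ITGA1, the 8 largest differences each way among genes that differ 2-fold the same way in both scaffold or both PDGF comparisons, and up to 4 members at 2-fold or more of each list described at a result. After seeing that this takes genes of low signal, a further rule was added, which names the 8 largest differences each way, and 4 members per list, among genes with a mean signal of 1000 or more. A ranking among genes at or above the upper quartile was looked at first and replaced. Alternatives were array medians subtracted, quantile normalization, scaling to 18 hybridization controls (added bacterial RNAs), a lowess correction with a span of 0.3, no filter, an upper-quartile filter, the mean of probe sets, leaving out _x_at and _s_at probe sets, an offset of 50, and a trend in the prior variance or the adjusted p alone for the additive fit. Added after seeing the data were signals floored at the array median, both arrays at or above the median, the trend in the prior variance together with another setting, the mean of only those probe sets of a named gene whose higher signal reaches its array's median in the comparison, and all alternatives for the list medians, with their difference from the median of all genes. With no replicates, the spread between probe sets of one gene stood in for the spread when a value was called moved.

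Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used. With 1 array per group the precision is limited by the number of arrays, and the spread between constructs, donors or cultures could not be measured. The cell assays of the study were not analysed here, and its qPCR values were only set beside the array values.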

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

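The tests of technical explanations, the rule for opposite directions, the percentile bounds of 99 and 1 and the mean of only those probe sets at or above the array median in this part were chosen after the results were seen.

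Some genes differed in opposite directions between groups. HAS2, a hyaluronan synthase, was lower in the sponge than in the gel type scaffold (-0.54 on the log2 scale) and higher with PDGF in both (0.38, which turns with scaling to the added bacterial RNAs). The same holds for TGFB1 (-0.26 and 0.36) and for TMEM158 (-0.21 and 0.26), whose values with PDGF turn likewise. ITGA5, a fibronectin receptor chain, was at -0.23 and 0.65. COL6A2, a collagen VI chain, was at -0.28 and 0.94, the latter falling to 0.01 without _x_at and _s_at probe sets. With PDGF, COL27A1 was higher in the sponge type (0.45) and lower in the gel type scaffold (-0.35), though with the mean of its probe sets at or above the array median these are -0.02 and -0.01, and so was the laminin chain LAMC1 (0.41 and -0.21, the latter turning to 0.14 with scaling to the added RNAs). RNF167, a ubiquitin ligase, was at -0.95 and 0.54. None of these differences between groups was tested, since each value rests on 1 array per group.

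The medians of some gene lists, which the paper does not report, lay beyond the percentile of 99 or 1 of random lists in both comparisons of a kind. With PDGF these were immediate early genes (0.38 in the sponge and 0.10 in the gel type scaffold), SRF contractile genes (0.25 and 0.15, which turn to -0.12 and -0.057 without _x_at and _s_at probe sets), YAP and TEAD targets (0.16 and 0.13) and mitochondrial respiration (-0.17 and -0.16, which turn to 0.01 and 0.18 with scaling to the added RNAs). Between the scaffolds they were SRF contractile genes (0.20 without and 0.33 with PDGF, turning to -0.21 and -0.24), the oxidative and metal response (0.11 and 0.16, turning to -0.29 and -0.41), TGFβ signaling, which the paper discusses through TGFBR1 and CTGF (-0.093 and -0.098, the latter turning to 0.10 with array medians subtracted) and the unfolded protein response (-0.14 and -0.091, the latter turning to 0.11 likewise).

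Cell cycle genes were higher with PDGF, with medians of 0.76 in the sponge and 0.34 in the gel type scaffold. Under the 4 other scalings their medians lay between 0.30 and 0.95, and the 99th percentile of random lists lay 0.17 above the median of these lists in the sponge and 0.13 in the gel type scaffold, which argues against array scaling as the whole cause. By probe sets other than the one that represents each gene, 91.7% of 24 members were higher in the sponge and 81.8% of 22 in the gel type scaffold (lower limits of the exact binomial 95% interval, which takes genes as independent, 73.0% and 59.7%), against 49.7% and 53.9% of all genes with such probe sets, which argues against measurement noise as the whole cause. RNA quality stays open, because the 3′ minus 5′ log2 signal of ACTB was lower with PDGF in both scaffolds (-0.47 and -0.34). That of GAPDH was lower too, but by less (-0.13 and -0.09). Neither can be told apart from PDGF with 1 array per group. Between the scaffolds the ACTB value was higher in the sponge type (0.24 without and 0.12 with PDGF), as was that of GAPDH (0.06 and 0.03). There the cell cycle median was not lower, at 0.016 without and 0.40 with PDGF, which goes against RNA quality. The former median turns with scaling to the added RNAs and a lowess correction. The latter turns to -0.17 with scaling to the added RNAs. That PDGF itself raised these genes stays a hypothesis.

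YAP and TEAD targets were higher in the sponge than in the gel type scaffold, with medians of 0.22 without and 0.29 with PDGF that turn to -0.19 and -0.28 with scaling to the added RNAs, so that array scaling stays open for the direction itself. The median of all 19740 genes was -0.006 without and -0.024 with PDGF. The distance of the list's medians from it cannot be changed by 1 factor per array. Without PDGF this distance was 0.078 by the mean of probe sets. With quantile normalization or a lowess correction it was at least 0.19 in both comparisons. The 99th percentile of random lists lay at most 0.12 above the median of these lists. This argues against scaling that depends on signal as the whole cause of the distance. By the other probe sets of the YAP and TEAD targets 71.4% of 14 members were higher without and 53.3% of 15 with PDGF (lower limits of the same interval 41.9% and 26.6%). Of all genes with such probe sets 48.5% and 44.1% were higher, so that measurement noise stays open too. RNA composition stays open as well, because the 18S ribosomal RNA control was lower in the sponge type scaffold (-0.51 and -1.15) and cannot be told apart from the scaffold here, and with PDGF compared to the same scaffold without it the control was lower in the sponge (-0.41) and higher in the gel type scaffold (0.23), where the list's medians were higher in both, so that the latter goes against it. A response to the scaffold is a hypothesis, and CTGF and CYR61 on this list were chosen by the study on these arrays.

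Most genes at 2-fold or more had low signal. The count of genes the same way over the count in opposite ways was 1.12 for PDGF and 1.07 for the scaffolds on the deposited scaling, from 0.50 to 1.50 under the other settings except scaling to the added RNAs, and 1.64 and 2.66 with that scaling, where independent lists would give 1.39 and 3.24, so that measurement noise at low signal stays open. On the deposited scaling, among the other probe sets of these genes at or above the array median, 62.5% had the same sign in the comparison with the highest share (upper limit of the 95% interval 68.5%) and 51.6% in that with the lowest. Each gene is represented by its brightest probe set, so that the others are dimmer and noise alone lowers this share, and where all of them reach the upper quartile it was 5 of 6 and 2 of 3 for the scaffolds without and with PDGF, and 17 of 17 and 6 of 7 for PDGF in the sponge and the gel type scaffold. Those few probe sets lie at high signal and do not speak for the genes of low signal. At mean signals from 100 to 400, log2 differences in comparisons that share no array had a correlation across genes of 0.04 for the scaffolds and 0.04 for PDGF. Differences of the RNA that each probe set of a gene would show stay open at high signal. At low signal these values cannot tell them apart from noise.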

How the results depend on the processing

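The tests that were chosen after the data were seen are signals floored at the array median, both arrays at or above the median, the trend in the prior variance together with another setting, the mean of only those probe sets of a gene that are at or above the array median, and every alternative for the medians of gene lists. Depth on these arrays is signal over background, and low signal limits most 2-fold counts. Probe sets of one gene, where several lie at or above the array median, had a median SD of their log2 differences of 0.31, 0.31, 0.30 and 0.28 in the 4 comparisons. No paired analysis was possible because each group has 1 array, so that the groups share only 1 replicate number, and no array could be left out in turn for the same reason. The additive fit takes the other factor as a covariate. The cause was not tested for any value below, except that filters and floors leave fewer genes of low signal by construction. Of the results that answer a comparison, 135 values under alternatives set before the data were examined stayed close to the reported value and 44 moved. Under alternatives added later 1176 stayed close, 106 moved and 17 reversed. For single genes 4285 values stayed close, 791 moved and 27 reversed under the former, and 1471, 214 and 9 under the latter.

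With no filter on low signal, the genes higher and lower by 2-fold or more were 1877 and 2061 for sponge versus gel, 1515 and 2302 for the same with PDGF in both, 1875 and 2115 for PDGF in the sponge type scaffold and 2010 and 1754 for PDGF in the gel type scaffold, and 893 and 870 went the same way in both scaffold and in both PDGF comparisons. With only genes at or above the upper quartile, the genes higher and lower by 2-fold or more were 23 and 21 for sponge versus gel, 36 and 23 for the same with PDGF in both, 67 and 26 for PDGF in the sponge type scaffold and 25 and 23 for PDGF in the gel type scaffold, and 1 and 4 went the same way in both scaffold and in both PDGF comparisons. Named after their values were seen, these were TMEM80, and CDT1, DUSP6, EGR3 and TSEN54. With an offset of 50, the genes higher and lower by 2-fold or more were 422 and 445 for sponge versus gel, 294 and 448 for the same with PDGF in both, 413 and 459 for PDGF in the sponge type scaffold and 416 and 364 for PDGF in the gel type scaffold, and 56 and 71 went the same way in both scaffold and in both PDGF comparisons. With signals floored at the array median, the genes higher and lower by 2-fold or more were 123 and 186 for sponge versus gel, 113 and 258 for the same with PDGF in both, 157 and 198 for PDGF in the sponge type scaffold and 163 and 115 for PDGF in the gel type scaffold, and 12 and 15 went the same way in both scaffold and in both PDGF comparisons. With both arrays at or above the median, the genes higher and lower by 2-fold or more were 55 and 95 for sponge versus gel, 68 and 132 for the same with PDGF in both, 104 and 107 for PDGF in the sponge type scaffold and 68 and 57 for PDGF in the gel type scaffold, and 4 and 6 went the same way in both scaffold and in both PDGF comparisons. The former, named likewise, were DYSF, OR1Q1, PCSK4 and TMEM80. Scaling to the added bacterial RNAs gave 1477 lower genes for sponge versus gel, 271 higher and 2143 lower with PDGF in both, 1139 higher and 422 lower for PDGF in the gel type scaffold, and 393 the same way in both scaffold comparisons. With a trend in the prior variance, the additive fit by limma called 19 genes higher and 12 lower for the scaffold and 46 and 14 for PDGF. With floored signals, the additive fit by limma called 17 genes higher and 38 lower for the scaffold and 44 and 20 for PDGF. Without a trend, each other alternative run for this fit called 0 for either, the adjusted p alone included. The trend together with another setting called from 3 to 29 genes higher and from 0 to 678 lower for the scaffold (8 and 678 with scaling to the added RNAs), and from 9 to 152 higher and from 0 to 14 lower for PDGF (152 and 7 with that scaling). The trend with the adjusted p alone called 144 and 76 for the scaffold and 242 and 216 for PDGF.

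Single genes of the study moved as follows. Scaling to the added RNAs gave 0.60 for CTGF, 0.83 for CYR61 and 0.82 for DKK1 for sponge versus gel, and the mean of probe sets gave 1.91 for IGF2 with PDGF in the sponge type scaffold, against 1.65 over those at or above the array median. The mean of probe sets takes in those under the array median, and leaving out _x_at and _s_at probe sets can leave only such ones. With the mean of probe sets, a 2-fold difference turned in direction for ITGA9 (0.25), ITGB8 (0.42), KREMEN1 (0.37), NR4A1 (0.50) and SMAD3 (-0.64) for sponge versus gel, and for FABP7 (-0.22), HSPG2 (-0.33), ITGA7 (0.15), KIF23 (-0.75), MMP8 (0.62) and NKD1 (-0.15) for the same with PDGF in both, and for ITGA7 (0.85), ITGA9 (-0.24), KREMEN1 (-0.22) and PCSK6 (0.31) for PDGF in the sponge type scaffold, and for AKR1E2 (0.18), ITGB8 (0.20) and SMAD3 (-0.46) for PDGF in the gel type scaffold. With the mean of only those at or above the array median, a 2-fold difference turned in direction for SMAD3 (-0.84) for sponge versus gel, and for ITGA7 (0.15) and NKD1 (-0.24) for the same with PDGF in both, and for ITGA7 (0.85) for PDGF in the sponge type scaffold, and for SMAD3 (-0.36) for PDGF in the gel type scaffold. Without _x_at and _s_at probe sets, a 2-fold difference turned in direction for ITGB8 (2.48) and NR4A1 (1.48) for sponge versus gel, and for KIF23 (-3.15) for the same with PDGF in both, and for GRM7 (0.74), MYL9 (-0.14) and PCSK6 (1.89) for PDGF in the sponge type scaffold, and for IGF1 (-0.12), ITGB4 (0.099) and ITGB8 (1.44) for PDGF in the gel type scaffold. With floored signals, a 2-fold difference turned in direction for ACVR2B-AS1 (-0.10), CCNO (-0.050), DOCK2 (-0.087) and SPIB (-0.10) for the same with PDGF in both.

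Most medians of gene lists moved with scaling to the added RNAs, which shifts all genes together. The values are given for sponge versus gel, for the same with PDGF in both and for PDGF in the gel type scaffold, in this order. They were -0.45, -0.64 and 0.24 for apoptosis, -0.39, -0.17 and 0.68 for the cell cycle, and -0.42, -0.54 and 0.34 for collagen processing. Further medians were -0.52, -0.73 and 0.62 for endothelial and pericyte markers, -0.30, -0.52 and 0.30 for fibroblast markers, and -0.43, -0.52 and 0.29 for heat shock. Next came -0.47, -0.42 and 0.37 for hyaluronan, -0.35, -0.54 and 0.38 for hypoxia and glycolysis, and -0.43, -0.56 and 0.26 for IGF. The medians were -0.45, -0.50 and 0.44 for immediate early genes, -0.47, -0.73 and 0.24 for inflammation, and -0.42, -0.47 and 0.33 for integrins. They were -0.37, -0.54 and 0.32 for the interferon response, -0.82, -0.98 and 0.47 for leukocyte markers, and -0.44, -0.53 and 0.25 for matrix proteins. Further medians were -0.44, -0.50 and 0.37 for metalloproteases, -0.44, -0.60 and 0.18 for mitochondrial respiration, and -0.51, -0.44 and 0.36 for osteogenic and periodontal markers. Next came -0.29, -0.41 and 0.33 for the oxidative and metal response, -0.30, -0.39 and 0.44 for PDGF, VEGF and FGF signaling, and -0.30, -0.48 and 0.33 for reference genes. The medians were -0.32, -0.50 and 0.22 for ribosomal proteins, -0.21, -0.24 and 0.49 for SRF contractile genes, and -0.31, -0.23 and 0.44 for sterol and lipid synthesis. They were -0.41, -0.47 and 0.36 for the genes of the study, -0.50, -0.67 and 0.30 for TGFβ signaling, and -0.55, -0.66 and 0.27 for the unfolded protein response. Further medians were -0.43, -0.56 and 0.34 for WNT, and -0.19, -0.28 and 0.47 for YAP and TEAD targets. For mitochondrial respiration with PDGF in the sponge type scaffold it was 0.014. Among these, medians beyond the percentile of 99 or 1 of random lists in the main setting turned in direction for the cell cycle, the oxidative and metal response, PDGF, VEGF and FGF signaling, SRF contractile genes, sterol and lipid synthesis, and YAP and TEAD targets with PDGF in both scaffolds, for the oxidative and metal response, SRF contractile genes and YAP and TEAD targets without PDGF, and for mitochondrial respiration with PDGF in either scaffold. Subtracting array medians turned the medians with PDGF in both scaffolds to 0.042 for inflammation, 0.10 for TGFβ signaling and 0.11 for the unfolded protein response. With the mean of probe sets the median was -0.11 for PDGF, VEGF and FGF signaling with PDGF in both scaffolds and -0.42 for osteogenic and periodontal markers with PDGF in the sponge type scaffold. Without _x_at and _s_at probe sets it was -0.12 and -0.057 for SRF contractile genes with PDGF in the sponge and the gel type scaffold, and -0.24 for osteogenic and periodontal markers with PDGF in both. With floored signals it was -0.071 for leukocyte markers in sponge versus gel and -0.20 for osteogenic and periodontal markers with PDGF in both. Some alternatives gave no value. Without _x_at and _s_at probe sets this holds for genes that have no others, such as COL1A1, CCL2, TIMP3 and RNF167. The upper-quartile filter and the mean of probe sets left too few members for the medians of leukocyte markers and of endothelial and pericyte markers. So did both arrays at or above the median for leukocyte markers, except with PDGF in both scaffolds, and the upper-quartile filter for the interferon response with PDGF in the gel type scaffold. The epithelial markers had too few members for any alternative.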

Differences from the paper's values

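The paper's values of Table S6 and Table S7 are from qPCR on pools of 5 constructs, and those here from the array on pools of 10. Of the 36 values at day 1, 19 lie on the same side of the gel type scaffold and 14 differ by over 1.5 times. All are relative to the gel type scaffold. The paper's qPCR values are also relative to GAPDH, whereas the array values here are not. A factor common to all genes of an array, as in scaling to the added bacterial RNAs, would cancel in such a ratio. Where a value below no longer differs with that scaling (ITGA2, TIMP2, CYR61 and TGFBR1), the scaling therefore does not explain the difference from the paper. The values of Table S7 are read as the signed fold decrease that the legend of Fig. 6 describes (the negative of 1 over the fold), and those here are given on that scale. The 19 and 14, and the differences of ITGA2, MMP14, MMP2, TIMP1 and TIMP2, depend on this reading.

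In the sponge type scaffold, CYR61 was 6.25 in the paper and 2.36 here, and TGFBR1 1.76 in the paper and 1.00 here, and no alternative set before the data were examined brings either within the paper's value. MMP14 was -0.62 in the paper and -1.02 here, and MMP2 -0.63 in the paper and -1.01 here, and of these alternatives only the mean of probe sets (-0.84 and -0.64) no longer differs. For MMP2 this mean takes in a probe set under the array median, and without it the mean is -0.81, by a choice made after seeing the values.

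In the sponge type scaffold with PDGF, CYR61 was 8.50 in the paper and 2.84 here, CTGF 0.83 in the paper and 1.86 here, MMP2 -1.56 in the paper and -0.76 here, and TIMP1 -1.84 in the paper and -0.94 here, and all these alternatives still differ, whereas the mean of only those probe sets at or above the array median, chosen after seeing the values, gives -1.05 for MMP2 and no longer differs. COL1A1 was 0.64 in the paper and 1.22 here, where only the mean of probe sets (0.91) no longer differs. ITGA2 was -1.61 in the paper and -0.98 here, and TIMP2 -1.91 in the paper and -1.13 here, where only scaling to the added bacterial RNAs (-1.14 and -1.32) no longer differs.

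In the gel type scaffold with PDGF, CTGF was 0.74 in the paper and 1.27 here, and all these alternatives still differ. CYR61 was 2.30 in the paper and 1.46 here, where only scaling to the added RNAs (1.85) no longer differs. TGFBR1 was 1.49 in the paper and 0.87 here, where scaling to the added RNAs (1.11) and the mean of probe sets (1.22) no longer differ and the others do. Over only those probe sets at or above the array median it is 0.85, which differs.

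The paper gives over 22,000 probe sets for the array, and the deposited values hold 54675, which no alternative changes. Signals floored at the array median and both arrays at or above the median, chosen after seeing the values, leave the array values of these genes as they are. The mean of only those probe sets at or above the array median, chosen likewise, drops 0 of the 36 qPCR values and leaves 11 that differ, among them TGFBR1 in the sponge type scaffold with PDGF (0.55, the paper's 0.93), and no longer differs for MMP14 in the sponge type scaffold (-0.84) and COL1A1 in the sponge type scaffold with PDGF (0.91).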

Other observations

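The medians of gene lists under other settings and the groups by mean signal in this part were chosen after the data were seen.

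Genes of sterol and lipid synthesis, which make cholesterol and fatty acids, were higher with PDGF in the sponge type scaffold in 22 of 24, with a median log2 difference of 0.32 at percentile 100 of random lists. With PDGF in both scaffolds, 21 of 24 were higher in the sponge than in the gel type scaffold, with a median of 0.34 at percentile 100 that turns to -0.23 with scaling to the added bacterial RNAs. Without PDGF the median was 0.10, turning to -0.31 likewise, and with PDGF in the gel type scaffold 0.09. Genes of the oxidative and metal response, such as antioxidant enzymes and metallothioneins, were higher in the sponge type scaffold in 18 of 22 without and 21 of 22 with PDGF, at percentiles 99.5 and 99.98, directions that turn with that scaling. Their medians with PDGF were -0.04 in the sponge and -0.01 in the gel type scaffold, which turn with it as well, and with array medians subtracted (the former) or quantile normalization and a lowess correction (the latter). Genes of the unfolded protein response, which handle misfolded proteins in the endoplasmic reticulum, were lower in the sponge type scaffold in 19 of 29 without and 20 of 29 with PDGF, at percentiles 0.00 and 0.23, the latter median turning with array medians subtracted.

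All 20 ribosomal protein genes were lower with PDGF in both scaffolds, with medians of -0.13 and -0.13 at percentiles 4.30 and 3.54 that turn to 0.05 and 0.22 with scaling to the added RNAs. Between the scaffolds their medians were 0.09 and 0.07, turning to -0.03 and -0.04 with quantile normalization and to -0.32 and -0.50 with scaling to the added RNAs. Genes of mitochondrial respiration were lower with PDGF in 17 of 20 in the sponge and 15 of 20 in the gel type scaffold, at percentiles 0.30 and 0.10, directions that turn with that scaling.

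Between the scaffolds without PDGF, further medians that turn with array medians subtracted were -0.04 for apoptosis, -0.01 for collagen processing and -0.02 for heat shock. The same holds for inflammation (-0.07), immediate early genes (-0.04) and mitochondrial respiration (-0.04). Medians that turn with scaling to the added RNAs were 0.11 for fibroblast markers, 0.06 for hypoxia and glycolysis, 0.03 for the interferon response, 0.11 for PDGF, VEGF and FGF signaling and 0.11 for reference genes. With PDGF in both scaffolds, inflammation had a median of -0.16 at percentile 0.39, turning with array medians subtracted, and PDGF, VEGF and FGF signaling of 0.18 at percentile 99.5, turning to -0.39 with scaling to the added RNAs and to -0.11 with the mean of probe sets. Markers of other cell types had few measured members. Without PDGF the medians were -0.12 for 7 endothelial and pericyte markers, -0.42 for 6 leukocyte markers, -0.11 for 9 osteogenic and periodontal markers and -0.70 for 4 epithelial markers, the last with no percentile.

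Across genes, which are not independent replicates, log2 differences in comparisons that share no array were more alike at higher signal. With a mean signal of 1000 or more, the correlation between both scaffold comparisons was 0.26 and between both PDGF comparisons 0.39. There, 3 genes were higher and 2 lower by 2-fold or more for sponge versus gel, 5 and 2 with PDGF in both, 17 and 4 with PDGF in the sponge type scaffold, and 3 and 1 with PDGF in the gel type scaffold. The first of these were CYR61, DKK1 and CTGF, and COL27A1 and BRIX1. ELFN1, NFIX, NIBAN2, PEPD and PFN1 were higher and RNF167 and WEE1 lower in the sponge than in the gel type scaffold with PDGF in both, and with PDGF in the gel type scaffold DUSP6, JPT2 and WEE1 were higher and NAV2 lower. The lower ones with PDGF in the sponge type scaffold were ACKR4, BAMBI, CH25H and TMEM100. Those not named before were chosen after their values were seen.

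The additive fit by limma over 15053 genes called 0 genes for the scaffold and 0 for PDGF at an adjusted p under 0.05 and 2-fold or more, with 841 and 900 at an unadjusted p under 0.05 and lowest adjusted p of 0.82 and 0.78. On simulated data for the scaffold it recovered 0 of 200 changed genes, so that its 0 carries no information. With a trend in the prior variance it recovered 132 with 17 false ones, and on the arrays it called 19 higher and 12 lower for the scaffold and 46 and 14 for PDGF. The simulation was run for the scaffold only, so that it gives no share of false calls for PDGF. On the arrays the interaction, with 1 residual degree of freedom, is the only error in this fit. The simulated recovery therefore does not give the share of false calls on the arrays.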
